# Transcriptomic analyses of murine ventricular cardiomyocytes

**DOI:** 10.1038/sdata.2018.170

**Published:** 2018-08-21

**Authors:** Morgan Chevalier, Sarah H. Vermij, Kurt Wyler, Ludovic Gillet, Irene Keller, Hugues Abriel

**Keywords:** Gene expression, Mechanisms of disease

## Abstract

Mice are used universally as model organisms for studying heart physiology, and a plethora of genetically modified mouse models exist to study cardiac disease. Transcriptomic data for whole-heart tissue are available, but not yet for isolated ventricular cardiomyocytes. Our lab therefore collected comprehensive RNA-seq data from wildtype murine ventricular cardiomyocytes as well as from knockout models of the ion channel regulators CASK, dystrophin, and SAP97. We also elucidate ion channel expression from wild-type cells to help forward the debate about which ion channels are expressed in cardiomyocytes. Researchers studying the heart, and especially cardiac arrhythmias, may benefit from these cardiomyocyte-specific transcriptomic data to assess expression of genes of interest.

## Background & Summary

In this study, we present next-generation RNA sequencing (RNA-seq) data of murine ventricular cardiomyocytes (CMC). To date, only whole-heart RNA-seq data have been published^1–3^, in which a variety of cell types, such as fibroblasts, endothelial cells, and atrial and ventricular cardiomyocytes, are pooled. We endeavoured to provide RNA-seq data of isolated CMCs for several reasons. Firstly, since the pump function of the heart relies on proper CMC function, CMCs are the most thoroughly studied cardiac cell type. Researchers studying CMCs may benefit from CMC-specific RNA-seq data from which expression of genes of interest can be extracted. Secondly, because of the crucial role of ion channels in cardiac electrical excitability and arrhythmogenesis, researchers that study cardiac arrhythmias have debated the question of which ion channels are expressed in CMCs. However, existing ion channel expression data are low-throughput, often contradictory^4–6^, fragmented^7^, or expression is assessed in the whole heart. The present work reveals the expression of the more than 350 ion channel family members, including pore-forming and auxiliary subunits, in CMCs (see Fig. 1 and Tables 1, Tables 2 and Tables 3 (available online only)). We therefore believe that these data will be valuable for ion channel researchers attempting to resolve the ongoing debate.

We have also included cardiac-specific knockout models of the ion channel regulators dystrophin, synapse-associated protein-97 (SAP97), and calmodulin-activated serine kinase (CASK). They interact with ion channels and modify their cell biological properties, such as membrane localization^3,8–11^. Notably, CASK provides a direct link between ion channel function and gene expression. It regulates transcription factors (TFs) in the nucleus, such as Tbr-1, and induces transcription of T-element-containing genes^12^. CASK also regulates TFs of the basic helix-loop-helix family, which bind E-box elements in promoter regions, by modulating the inhibitor of the DNA-binding-1 TF^13^. Additionally, CASK and SAP97 directly interact with each other^11^. For these reasons, we include CASK, SAP97, and dystrophin knockout mice to investigate whether these three proteins have a similar effect on gene expression, which may suggest their involvement in similar pathways. However, research beyond the scope of this paper would be needed to determine whether CASK-dependent TF regulation caused the differential expression that we observed.

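Between CASK KO and SAP97 KO cardiomyocytes, several genes of cardiac stress lay on opposite sides of their controls. Nppa, which encodes atrial natriuretic peptide, had a log2 fold change of -3.41 in CASK KO and 2.09 in SAP97 KO, and the difference between both effects passed its test (adjusted p = 0.00136). Dmd, which encodes dystrophin, had log2 fold changes of 1.88 in CASK KO and -0.89 in SAP97 KO, which also differed (adjusted p = 3.17e-05). The same held for Ctnna3, an alpha-catenin of the intercalated disc, at 1.84 and -0.84, and for Mybpc2, the fast skeletal myosin-binding protein C, at -1.81 and 0.74. Acta1, the skeletal alpha-actin of the fetal heart, had log2 fold changes of -2.19 and 1.45, and the stretch-responsive Ankrd1 of -1.84 and 0.82. In all, the effects of the 2 knockouts differed for 52 genes, of which 16 had the higher log2 fold change in CASK KO and 36 the lower. For Nppa and Dmd, the controls lay farther apart than the knockouts, in CPM scaled within each line. Nppa was at 31.1 and 45.4 CPM in CASK KO and SAP97 KO, and at 324 and 10.5 CPM in their controls. Dmd was at 179 and 187 CPM in the knockouts, and at 47.9 and 340 CPM in their controls. Opposite effects of the knockouts thus cannot be told apart from a difference between the control groups. By the methods and the labels, both CASK groups carry Cre, while SAP97 KO mice carry it and their controls do not. Most MDX mice differed from most of their controls in strain and age. In the differences between effects, Cre, strain and age thus cannot be told apart from the loss of each protein. The effects of CASK KO and MDX differed for 12 genes, among them Dmd itself, at 1.88 in CASK KO and -1.52 in MDX (adjusted p = 5.63e-07), and Mthfd2, a mitochondrial enzyme of folate metabolism, at -2.19 and 1.81. Asns, the asparagine synthetase gene, was at -2.69 in CASK KO and 1.39 in MDX. The effects of SAP97 KO and MDX differed for 1 gene, Dlg1. These differences were tested in edgeR with 1 model of all 6 groups and an adjusted p of 0.01, and the 3 lines shared no control mice. Across 14277 genes, the log2 fold changes of CASK KO and SAP97 KO had a Pearson correlation of 0.0864 and a Spearman correlation of 0.0789, genes not being independent replicates. The Pearson correlation was -0.134 between CASK KO and MDX across 14400 genes, and -0.132 between SAP97 KO and MDX across 14283 genes, with Spearman correlations of -0.134 and -0.161. The signs of all 3 depended on single mice: the first turned to -0.173 without CASK KO replicate 1, to -0.110 without SAP97 control replicate 3 and to -0.0594 without SAP97 KO replicate 3, the next to 0.000823 without CASK KO replicate 1 and to 0.0325 without MDX control replicate 3, and the last to 0.0947 without MDX control replicate 3. The 52 genes became 21 without CASK control replicate 1, 20 without CASK control replicate 2, 29 without CASK KO replicate 2, 24 without CASK KO replicate 3, 24 without SAP97 control replicate 2, 25 without SAP97 control replicate 3, 29 without SAP97 KO replicate 1 and 32 without SAP97 KO replicate 2. The 12 genes became 3, 7 and 24 without CASK control replicates 1, 2 and 3, 6 without CASK KO replicate 1 and 20 without MDX control replicate 5, and the single gene became 2 without SAP97 KO replicate 1. Among genes at an unadjusted p under 0.05 in both knockouts, 177 moved in opposite directions in CASK KO and SAP97 KO and 36 in the same direction, where 49 and 50 were expected if genes were independent, and 11 of 100 pairs of splits of the mice gave an excess as large. Of these, 139 were lower in CASK KO and higher in SAP97 KO. For CASK KO and MDX, 28 such genes moved in the same direction and 37 in opposite directions, where 17 and 17 were expected in the same way, and for SAP97 KO and MDX 35 and 30, where 15 and 15 were. The paper asks whether the 3 proteins affect gene expression alike and proposes that this may point to shared pathways.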

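Tbr1 and Id1, through which CASK has been linked to transcription, were read in the same libraries. Id1, an inhibitor of basic helix-loop-helix transcription factors, was at 14.2 ± 4.45 CPM (SD, n = 3) in CASK KO and 12.8 ± 3.76 CPM (SD, n = 3) in CASK control cells, a log2 fold change of 0.15 (standard error 0.29, adjusted p = 0.939) from edgeR. It lies on chromosome 2 of GRCm38 from 152736251 to 152737410. Tbr1, a T-box transcription factor of the developing cortex on chromosome 2 from 61802930 to 61814114, had 0 counts in the CASK control libraries and a mean of 0.00893 ± 0.0155 CPM (SD, n = 3) in CASK KO, too few for a test. Of the 9 tested genes listed for CASK-linked transcription, 7 were higher and 2 lower in CASK KO, with a median log2 fold change of 0.11. Tested against all other genes with camera, these genes did not pass as a group (adjusted p = 0.892). In SAP97 KO, Id1 had a log2 fold change of -0.75 (standard error 0.24, adjusted p = 0.610).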

To date, mutations in approximately 27 ion channel genes have been associated with cardiac arrhythmias, such as congenital short- and long-QT syndrome (SQTS and LQTS), Brugada syndrome (BrS), and conduction disorders (see http://omim.org)^14–16^. 

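In WT ventricular cardiomyocytes, 21 of 29 genes listed for inherited arrhythmia reached a mean of 1 TPM and 8 stayed below it. Kcne2, an accessory subunit of voltage-gated potassium channels on chromosome 16 of GRCm38 from 92292389 to 92298129, was at 0.00476 ± 0.0106 TPM (SD, n = 5 mice), from 1 count in all 5 libraries. Kcne3, another subunit of this family, on chromosome 7 from 100176502 to 100184869, was at 0.0554 ± 0.0495 TPM (SD, n = 5). Scn2b and Scn3b, which encode accessory beta subunits of the sodium channel, were at 0.0312 ± 0.0262 and 0.0939 ± 0.0824 TPM (SD, n = 5). Scn2b lies on chromosome 9 from 45117782 to 45130070 and Scn3b on the same chromosome from 40269217 to 40291618. Kcne1l was at 0.113 ± 0.107 TPM, the neuronal sodium channel gene Scn10a at 0.169 ± 0.109 TPM, and Cacna1d, a calcium channel of pacemaker cells, at 0.243 ± 0.124 TPM (SD, n = 5). Gja5, the connexin of the atria and the conduction system, reached 0.593 ± 0.252 TPM (SD, n = 5). At the other end of the list stood Ryr2, the calcium release channel of the sarcoplasmic reticulum. Among the genes above 1 TPM, the lowest was Kcne1, at 1.75 ± 0.480 TPM (SD, n = 5). Counts over the 5 libraries were 8 for Kcne3, 12 for Scn2b and 41 for Scn3b, so their TPM carry a wide counting error.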

Notably, our ion channel expression data, as presented in Fig. 1 and Tables 1, Table 2 and Table 3 (available online only), reveal that several arrhythmia-associated ion channel genes are not or are scarcely expressed in murine ventricular CMCs (including Kcne2, Kcne3, Scn2b, and Scn3b). Although murine and human ion channel expression may differ, we are presently unaware of any available transcriptome of human CMCs^17,18^. We are also unable to either exclude or assess the effect of enzymatic isolation on the transcriptome. Finally, other cardiac cell types such as (myo)fibroblasts may express these ion channels and therefore may be important for arrhythmogenesis. Indeed, many ion channel genes that are not expressed in cardiomyocytes have been reported in murine whole-heart tissue^2^. These include Scn1a, Scn3b, 10 voltage-gated Ca^2+^ channels, 10 K_v_ channels, and four two-pore K^+^ channels. Conversely, all ion channel genes expressed in CMCs are also reported in whole-heart expression data.

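Scn1a, a neuronal sodium channel gene on chromosome 2 of GRCm38 from 66270778 to 66440840, was at 0.0105 ± 0.0137 TPM (SD, n = 5 WT mice), from 11 counts in all. Of the 26 voltage-gated calcium channel genes, 18 had a mean below 1 TPM, among them the neuronal channel Cacna1a at 0.269 ± 0.0942 TPM and Cacna1b at 0.0238 ± 0.0127 TPM (SD, n = 5). Only 2 of the 26 had 0 counts in every WT library. Of the 47 voltage-gated potassium channel genes, 36 were below 1 TPM and 5 of these had 0 counts. Kcna4, a channel of transient outward current, lay just under this level at 0.774 ± 0.164 TPM, and Kcnf1 had 0 counts. Of the 14 two-pore-domain potassium channel genes, 13 were below 1 TPM and 5 of these had 0 counts. Among them Kcnk6 was at 0.499 ± 0.264 TPM and Kcnk1 at 0.226 ± 0.178 TPM (SD, n = 5). In this family, Kcnk3 alone passed 1 TPM.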

In sum, this study presents RNA-seq data from wildtype murine ventricular CMCs, as well as from SAP97, CASK, and dystrophin knockouts and controls (see Fig. 2 for a schematic overview of study design). We performed differential gene expression analysis to compare the knockouts to their controls, and we extracted wildtype ion channel gene expression data (Tables 1, Table 2 and Table 3 (available online only), Fig. 1). We believe that these data will be valuable for researchers studying cardiomyocytes and ion channels to assess expression of genes of interest.

## Methods

### Mouse models

All animal experiments conformed to the *Guide to the Care and Use of Laboratory Animals* (US National Institutes of Health, publication No. 85-23, revised 1996); have been approved by the Cantonal Veterinary Administration, Bern, Switzerland; and have complied with the Swiss Federal Animal Protection Law. Mice were kept on a 12-hour light/dark cycle. Lights were on from 6:30 AM to 6:30 PM. 

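Genes of the circadian clock fell as a group in MDX relative to MDX control cardiomyocytes. Of 17 tested clock genes, 13 were lower and 4 higher, with a median log2 fold change of -0.54 (camera, adjusted p = 4.23e-09), and adjusted p = 0.352 with an estimated correlation. Adjusted over the list alone, 4 of them were lower and 0 higher at an adjusted p of 0.01, and at an unadjusted p under 0.05, 9 of the 17 were lower and 1 higher, against 216 and 192 of all 14994 genes tested. Per2, a repressor of the clock loop, was at 2.68 ± 0.699 CPM (SD, n = 4) in MDX and 7.78 ± 2.74 CPM (SD, n = 5) in MDX control cells, a log2 fold change of -1.53 (standard error 0.28, adjusted p = 0.242). Ciart, which encodes another repressor of the loop, was at 1.64 ± 0.307 CPM (SD, n = 4) against 5.54 ± 2.21 CPM (SD, n = 5), a log2 fold change of -1.75 (standard error 0.29, adjusted p = 0.139). The clock-controlled transcription factor gene Tef had a log2 fold change of -0.54, and the repressor gene Bhlhe41 of -1.08. Per1 was at -0.98, Per3 at -1.21 and Dbp, an output gene of the clock, at -1.10. Arntl, the activator whose messenger peaks at the opposite hour, had a log2 fold change of 0.93, and its partner Clock of 0.20. In CASK KO, 8 of 17 clock genes were higher (adjusted p = 0.892), and in SAP97 KO 10 of 17 (adjusted p = 0.889). Of 100 splits of the 9 mice, 9 gave a list with as small a p-value, and the hour at which each mouse was killed is not among the sample labels.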

To avoid the influence of circadian rhythm, mice were sacrificed between 10:00 AM and 1:00 PM. Mice were all male and were between the ages of 8 and 15 weeks.

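The Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty had counts in every library. Ddx3y, an RNA helicase gene, had group means of 74.9 CPM in CASK control, 78.2 in CASK KO, 89.1 in SAP97 control, 75.8 in SAP97 KO, 79.8 in MDX control and 76.7 in MDX cells, and its lowest library stood at 46.1 CPM. Group means of Eif2s3y, which encodes a translation initiation factor subunit, lay between 35.1 and 44.4 CPM. Xist, the RNA that silences the inactive X chromosome of females, had group means of 0.156 to 1.63 CPM and reached at most 2.98 CPM in any library. None of the 4 Y-linked genes passed the test in any of the 3 comparisons.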

#### MHC-Cre

The cardiac-specific murine alpha-myosin heavy chain (μMHC) promoter drives the expression of Cre recombinase, which, in turn, can recombine LoxP sequences. The μMHC-Cre strain was generated as previously described^19^ and acquired from the Jackson Laboratory (stock #011038).

#### CASK and SAP97 knockout mice

CASK KO and SAP97/Dlg1 KO mice were generated as previously described^9,20^. Both the CASK and SAP97 mouse lines were on mixed backgrounds. The appropriate control mice were selected in accordance with the publications that characterized both mouse lines^9,20^. CASK control mice express Cre while the first CASK exon is not floxed. 

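Cask, the targeted gene (identifier ENSMUSG00000031012), was lower in each CASK KO mouse than in each CASK control mouse. Its level was 1.55 ± 0.939 CPM (SD, n = 3) in CASK KO and 9.23 ± 0.672 CPM (SD, n = 3) in CASK control cells, so that CASK KO cells held 16.8% of the control mean. Cask lies on chromosome X of GRCm38 from 13517080 to 13851367 and had 22 to 92 counts per CASK KO library and 295 to 417 per control library. Its log2 fold change was -2.57 (standard error 0.41, adjusted p = 0.148) from edgeR, which did not reach the threshold of 0.01. Over 14 alternative settings the log2 fold change of Cask ran from -3.09 to -1.77 and its adjusted p from 8.65e-09 to 0.761, and 4 of these settings called it, DESeq2 among them. Elsewhere, Cask was at 8.02 ± 0.472 CPM in SAP97 control, 8.19 ± 0.444 in SAP97 KO, 7.13 ± 1.50 in MDX control and 8.2 ± 1.6 in MDX cells (SD, n = 3, 3, 5 and 4). Dlg1, the gene of the CASK partner SAP97, had a log2 fold change of 0.04 in CASK KO.

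**Figure D1:**
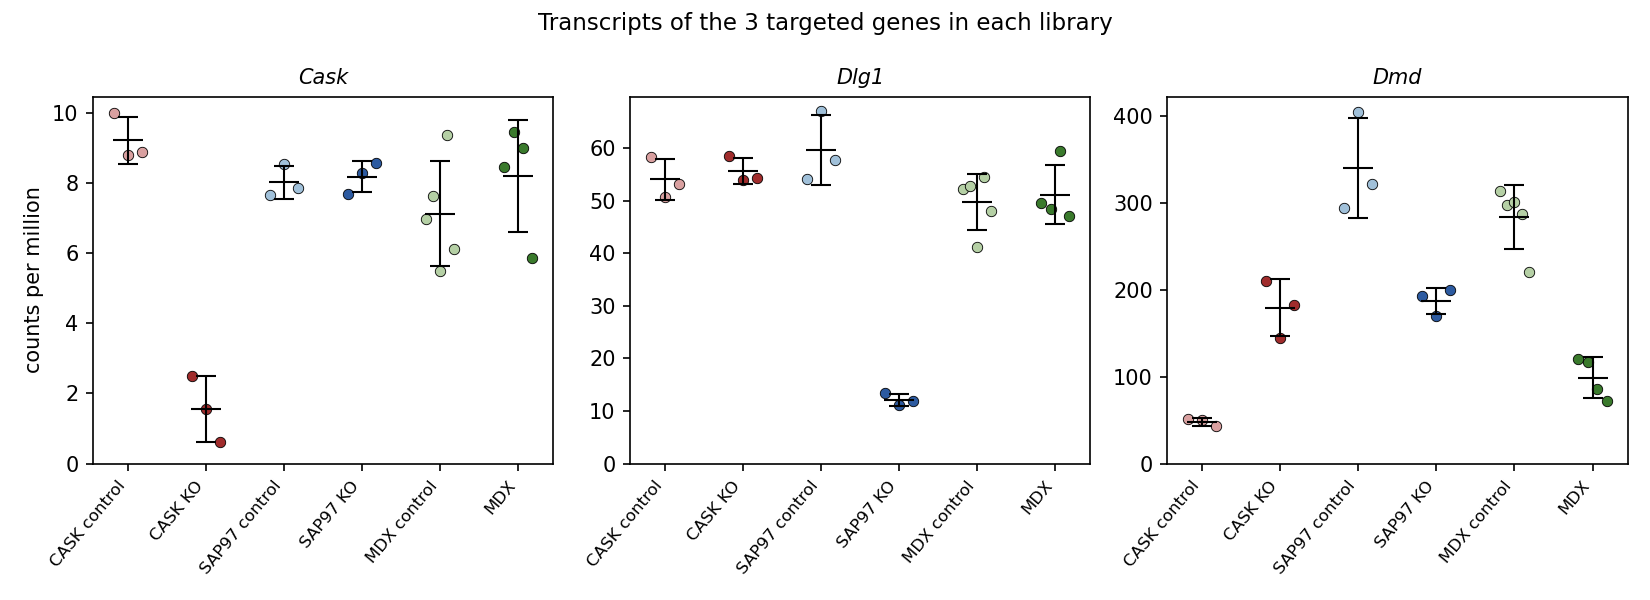
CPM of Cask, Dlg1 and Dmd, scaled within each mouse line, in each library (points) of the 6 groups, with the mean and SD of each group (lines and bars). The CASK KO libraries lie at 0.607 to 2.49 CPM of Cask, below each CASK control library.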

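Dlg1, which encodes SAP97 (identifier ENSMUSG00000022770), fell in SAP97 KO cardiomyocytes. Its level was 12.2 ± 1.15 CPM (SD, n = 3) in SAP97 KO and 59.6 ± 6.62 CPM (SD, n = 3) in SAP97 control cells, so that 20.4% of the control mean was left. The log2 fold change was -2.29 (standard error 0.14, adjusted p = 9.33e-04) from edgeR, and each SAP97 KO mouse lay below each control mouse. Dlg1 lies on chromosome 16 of GRCm38 from 31663443 to 31875129 and had 312 to 418 counts per SAP97 KO library against 1763 to 2036 per control library. Over 14 alternative settings the log2 fold change of Dlg1 ran from -2.38 to -2.03 and its adjusted p from 1.47e-36 to 0.0204, and 12 of these settings called it. The call ended without SAP97 KO replicate 3 (adjusted p = 0.0153) and with the replicate number as a block (adjusted p = 0.0204). In cells with intact SAP97, the MDX control and MDX groups had 49.8 ± 5.33 and 51.1 ± 5.65 CPM of Dlg1 (SD, n = 5 and 4).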

SAP97 control mice are Cre-negative and the first SAP97 gene was floxed.

#### Dystrophin knockout (MDX-5CV) mice

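Dmd, the dystrophin gene (identifier ENSMUSG00000045103), was at 98.7 ± 23.8 CPM (SD, n = 4) in MDX and 284 ± 36.6 CPM (SD, n = 5) in MDX control cardiomyocytes. MDX cells thus held 34.8% of the control mean of Dmd messenger, and each MDX library lay below each control library, of which MDX control replicate 5 was lowest at 221 CPM. Dmd lies on chromosome X of GRCm38 from 82948870 to 85206141, with 2122 to 3582 counts per MDX library and 5370 to 11001 per control library. Its log2 fold change was -1.52 (standard error 0.20, adjusted p = 0.0680) from edgeR, above the threshold of 0.01. Over 21 alternative settings the log2 fold change of Dmd ran from -1.63 to -1.27 and its adjusted p from 8.29e-11 to 0.273, and 6 of these settings called it. Of 17 tested genes of the dystrophin complex, 9 were higher and 8 lower in MDX, and the complex did not differ from other genes as a group (camera, adjusted p = 0.892). Dmd was also at 187 ± 15.3 CPM (SD, n = 3) in SAP97 KO against 340.3 ± 57.3 CPM (SD, n = 3) in SAP97 control cells, a log2 fold change of -0.86 (standard error 0.16, adjusted p = 0.254).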

The MDX-5CV strain demonstrates total deletion of the dystrophin protein. It was created as previously described^21^, and acquired from the Jackson laboratory (stock #002379). MDX mice were on pure Bl6/Ros backgrounds. Control mice were on pure Bl6/J background, except for MDX_Ct5 and MDX_5, which were Bl6/Ros mice backcrossed three times on Bl6/J.

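Nnt, the mitochondrial transhydrogenase gene in which the C57BL/6J strain carries a deletion of several exons, had counts in every group. It was at 556 ± 24.1 CPM (SD, n = 3) in CASK control, 810.2 ± 80.0 CPM (SD, n = 3) in SAP97 control and 714 ± 152 CPM (SD, n = 5) in MDX control cells. The knockout groups had 578 ± 101 CPM (SD, n = 3) in CASK KO, 693 ± 82.1 CPM (SD, n = 3) in SAP97 KO and 765 ± 81.4 CPM (SD, n = 4) in MDX. Its log2 fold changes of 0.06, -0.22 and 0.10 did not pass the test in any of the 3 comparisons.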

### Cardiomyocyte isolation

Mice (*n*=3–5 per genotype, male, age 10–15 weeks) were heparinized (intraperitoneal injection of 100 μL heparin (5000 U/mL; Biochrom AG)) and killed by cervical dislocation. Hearts were excised, and the aortas were cannulated in ice-cold phosphate-buffered saline (PBS). Subsequently, hearts were perfused on a Langendorff system in a retrograde manner at 37 °C with 5 mL perfusion buffer (1.5 mL/min; in mM: 135 NaCl, 4 KCl, 1.2 NaH_2_PO_4_, 1.2 MgCl_2_, 10 HEPES, 11 glucose), followed by the application of type II collagenase (Worthington CLS2; 25 mL of 1 mg/mL in perfusion buffer with 50 μM CaCl_2_). Left and right ventricles were triturated in PBS to dissociate individual ventricular cardiomyocytes and then filtered through a 100 μm filter.

### RNA extraction and sequencing

RNA-seq was performed by the Next Generation Sequencing Platform at the University of Bern. Total RNA was isolated from freshly dissociated cardiomyocytes with an FFPE Clear RNAready kit (AmpTec, Germany), which included a DNase treatment step. RNA quality was assessed with Qubit and Bioanalyzer, and RNA quantity was checked with Qubit.

To allow sequencing of long non-coding RNA (lncRNA), libraries were constructed with 1 μg RNA using the TruSeq Stranded Total RNA kit after Ribo-Zero Gold (Illumina) treatment for rRNA depletion. Library molecules with inserts <300 base pairs (bp) were removed. Paired-end libraries (2x150 bp) were sequenced on an Illumina HiSeq3000 machine.

### RNA-seq data analysis

Between 17.5 and 56.4 million read pairs were obtained per sample and the quality of the reads was assessed using FastQC v.0.11.2 (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/). Ribosomal RNA (rRNA) was removed by mapping the reads with Bowtie2 v.2.2.1 (ref. 22) to a collection of rRNA sequences (NR_003279.1, NR_003278.3 and NR_003280.2) downloaded from NCBI (www.ncbi.nlm.nih.gov). No quality trimming was required.The remaining reads were mapped to the *Mus musculus* reference genome (GRCm38.83) with Tophat v.2.0.13 (ref. 23). We used htseq-count v.0.6.1 (ref. 24) to count the number of reads overlapping with each gene, as specified in the Ensembl annotation (GRCm38.83). Detailed information about the genes including the Entrez Gene ID, the MGI symbol and the description of the gene was obtained using the Bioconductor package BioMart v.2.26.1 (ref. 25).

Raw reads were corrected for gene length and TPM (transcripts per million) values were calculated to compare the expression levels among samples. Gene lengths for the latter step were retrieved from the Ensembl annotation (GRCm38.83) as the total sum of all exons.

Principal component analysis (PCA) plots were done in DESeq2 v.1.10.1 (ref. 26) (https://bioconductor.org/packages/release/bioc/html/DESeq2.html) using the 500 genes with the most variable expression across samples. A regularized log transformation was applied to the counts before performing the PCA.

### Statistics

To assess differential gene expression between genotypes, a Wald test was performed with the Bioconductor package DESeq2 v.1.10.1 (ref. 26). We considered *p* values of up to 0.01, accounting for a Benjamini-Hochberg false discovery rate adjustment, to indicate significant difference. Statistical tools used included DESeq2, R-3.2.5 (https://cran.r-project.org), and Biomart_2.26.1 (www.biomart.org).

## Data Records

The data were submitted to NCBI Gene Expression Omnibus (GEO) (Data Citation 1). This GEO project contains raw data and TPM values from all samples, and differential gene expression analysis between knockout and control samples.

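Genes of the fetal and hypertrophic stress program were lower as a group in CASK KO than in CASK control cardiomyocytes, with 12 of 12 tested members lower and a median log2 fold change of -1.55 (camera, adjusted p = 2.52e-12, and 0.973 with an estimated correlation). Of the 10 splits of the CASK mice, 7, the real one among them, gave at least as many called lists, up to 11. In another split, a list had an unadjusted camera p of 5.6e-18, below 3.23e-14 for the stress genes here. Chance therefore cannot be excluded for the lists in CASK KO. Nppa was at 31.1 ± 6.3 CPM (SD, n = 3) in CASK KO and 324 ± 186 CPM (SD, n = 3) in CASK control cells, a log2 fold change of -3.38 (standard error 0.42, adjusted p = 0.0971). Means of Nppa in the other 4 groups ran from 10.5 CPM in SAP97 control to 45.4 CPM in SAP97 KO cells, so the CASK controls, rather than CASK KO, stood apart. Ankrd1 was at 1248 ± 257 CPM (SD, n = 3) against 4397 ± 1379.6 CPM (SD, n = 3), and Acta1 at 540.5 ± 161 CPM (SD, n = 3) against 2429.9 ± 1129 CPM (SD, n = 3). Ctgf, a matrix-associated growth factor gene of the same list, had a log2 fold change of -2.10 (standard error 0.44, adjusted p = 0.224). Adjusted over the list alone, 8 of these genes were lower and 0 higher, against 0 over all genes tested. Genes of the extracellular matrix and fibrosis were lower too, with 19 of 20 lower and a median of -0.43 (adjusted p = 1.21e-05, and 0.973 with an estimated correlation). Among them, the growth factor gene Tgfb2 had a log2 fold change of -2.27, the protease inhibitor gene Timp1 of -2.20 and Postn, which encodes periostin, of -1.49. Nuclear long non-coding RNAs rose, with 7 of 7 higher and a median of 0.71 (adjusted p = 0.00723, and 0.973 with an estimated correlation), and 2 were higher when adjusted over the list alone. Of these, Neat1, the scaffold of paraspeckles, was at 543 ± 219 CPM (SD, n = 3) against 157 ± 10.6 CPM (SD, n = 3), and Malat1 at 3614 ± 1185 CPM (SD, n = 3) against 1449 ± 245 CPM (SD, n = 3). CASK KO replicate 1, with 12.6% of its read pairs on no feature against 3.17 to 5.73% in the other CASK libraries, was highest for both, at 764 and 4802 CPM. Interferon response genes rose, with 18 of 20 higher and a median of 0.30 (adjusted p = 0.00101, and 0.973 with an estimated correlation), and so did fatty acid oxidation genes, with 17 of 21 higher and a median of 0.23 (adjusted p = 0.00883, and 0.973 with an estimated correlation). In the interferon list, 3 genes were higher and 1 lower at an unadjusted p under 0.05, the antiviral gene Rsad2 with the smallest p at a log2 fold change of 0.99 and Ifit2 with the next at -0.61, and Cpt1b, the mitochondrial importer of fatty acids, was at 0.80. Endothelial markers rose, with 12 of 14 higher and a median of 0.31 (adjusted p = 0.0132, and 0.973 with an estimated correlation), as did antigen presentation genes, with 15 of 17 higher and a median of 0.17 (adjusted p = 0.0266, and 0.973 with an estimated correlation). The endothelial gene Egfl7 had a log2 fold change of 0.93, and the class I histocompatibility gene H2-Q4, whose reads may be shared with close paralogs, of 0.72. The call of the interferon list ended without CASK KO replicate 2 (adjusted p = 0.130), that of fatty acid oxidation without the same mouse (0.289) or CASK control replicate 1 (0.445), and that of the nuclear RNAs without CASK control replicate 3 (0.0710) or CASK KO replicate 1 (0.0845). Endothelial markers lost theirs without CASK control replicate 3 (0.694), CASK KO replicate 2 (0.0565) or CASK KO replicate 3 (0.0789), and antigen presentation without CASK control replicate 2 (0.700), CASK KO replicate 2 (0.204) or CASK KO replicate 3 (0.0956) and with the replicate number as a block (0.0527).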

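For CASK KO, the single genes below were taken from those with the smallest p-values and named after their values were seen. Dmd was at 179 ± 32.7 CPM (SD, n = 3) in CASK KO and 47.9 ± 4.54 CPM (SD, n = 3) in CASK control cells, a log2 fold change of 1.9 (standard error 0.18, adjusted p = 0.0847). Means of Dmd in the other 4 groups ran from 98.7 CPM in MDX to 340.3 CPM in SAP97 control cells, so CASK control cells had the lowest level of the 6 groups, below the dystrophin mutants. Ctnna3 was at 32.3 ± 8.32 CPM (SD, n = 3) against 8.90 ± 1.50 CPM (SD, n = 3), and Mybpc2 at 22.5 ± 4.47 CPM (SD, n = 3) against 77.7 ± 12.1 CPM (SD, n = 3). Asns was at 0.930 ± 0.284 CPM (SD, n = 3) against 5.93 ± 2.49 CPM (SD, n = 3), a log2 fold change of -2.67 (standard error 0.38, adjusted p = 0.138), and Mthfd2 had a log2 fold change of -2.17 (standard error 0.26, adjusted p = 0.0971). Dpyd, which encodes the first enzyme of pyrimidine breakdown, was at 7.29 ± 0.659 CPM (SD, n = 3) against 2.00 ± 0.547 CPM (SD, n = 3). With edgeR, 0 of 14963 tested genes passed an adjusted p of 0.01 in CASK KO, while 1323 had an unadjusted p under 0.05, of which 678 were higher and 645 lower, where chance gives 748. DESeq2 called 115 genes, 31 higher and 84 lower, and the authors' deposited table lists 120. The replicate numbers were taken to pair the CASK mice, from the counts alone, since no label pairs them. With these numbers as a block in the model, edgeR called 11 genes, 4 higher and 7 lower: Acta1, Ctnna3, Dmd, Edn3, Gcnt1, Gm43360, Gm43361, Lgals3, Mthfd2, Mybpc2 and Nppa. The groups did not overlap for 2141 genes (14.3%), where chance gives 10%.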

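In SAP97 KO cardiomyocytes, edgeR called 3 genes, Dlg1 itself and Ndnf among them. By the methods and the labels, SAP97 KO mice carry Cre and SAP97 control mice do not. Apart from the targeted Dlg1, the differences below therefore cannot be told apart from an effect of Cre. Ndnf, which encodes a secreted neurotrophic factor and lies on chromosome 6 of GRCm38 from 65671590 to 65712326, rose from 8.45 ± 0.0778 CPM (SD, n = 3) in SAP97 control to 29.2 ± 1.46 CPM (SD, n = 3) in SAP97 KO cells, a log2 fold change of 1.79 (standard error 0.13, adjusted p = 0.00131). Over 14 alternative settings the log2 fold change of Ndnf ran from 1.50 to 1.81 and its adjusted p from 7.93e-19 to 0.0864, the latter in the joint fit of the 21 libraries, and 7 of these settings called it. The stress gene list rose, with 11 of 12 genes higher and a median log2 fold change of 0.55 (camera, adjusted p = 0.000154, and 0.973 with an estimated correlation), and 1 was higher when adjusted over the list alone. Of the 10 splits of the SAP97 mice, 8, the real one among them, gave at least as many lists, adjusted within the comparison. Chance therefore cannot be excluded for the lists in SAP97 KO. In SAP97 KO, Nppa was at 45.4 ± 22.6 CPM (SD, n = 3) against 10.5 ± 1.76 CPM (SD, n = 3) in the controls, and Acta1 at 682 ± 268 CPM (SD, n = 3) against 245 ± 95.1 CPM (SD, n = 3). Fatty acid oxidation genes fell, with 18 of 21 lower and a median of -0.29 (adjusted p = 6.68e-05, and 0.973 with an estimated correlation). Acadm, the medium-chain acyl-CoA dehydrogenase, was at 675 ± 94.2 CPM (SD, n = 3) against 934 ± 101 CPM (SD, n = 3), and Hadh, another enzyme of this pathway, had a log2 fold change of -0.46. Sarcomere genes fell, with 13 of 19 lower and a median of -0.15 (adjusted p = 0.0459, and 0.973 with an estimated correlation), and the ion channel genes of Tables 1 to 3 rose, with 91 of 125 higher and a median of 0.22 (adjusted p = 0.00723, and 0.973 with an estimated correlation). At an unadjusted p under 0.05, 18 channels were higher and 5 lower, and of the latter the potassium channel genes Kcnj3 and Kcnd2, against the direction of the list, had log2 fold changes of -0.69 and -0.66. Across 14664 genes, log2 fold changes in SAP97 KO rose with exon length (Spearman correlation 0.210), and the list was not tested apart from this trend. The sarcomere genes Myl2 and Tnni3 were at -0.61 and -0.56. Cdkn1a and Phlda3, known targets of p53, had log2 fold changes of 1.62 (standard error 0.24, adjusted p = 0.148) and 2.03 (standard error 0.30, adjusted p = 0.148). Of 14722 tested genes, 1 was higher and 2 lower at an adjusted p of 0.01, and 1173 had an unadjusted p under 0.05, where chance gives 736. DESeq2 called 46 genes, 28 higher and 18 lower, as many as the authors' deposited table. The groups did not overlap for 1895 genes (12.9%), where chance gives 10%. The number of genes called by edgeR was 2 without SAP97 control replicate 1 or SAP97 KO replicate 2, 1 without SAP97 control replicate 2, SAP97 control replicate 3 or SAP97 KO replicate 1, and 0 without SAP97 KO replicate 3 or with the replicate number as a block. The ion channel list lost its call without SAP97 KO replicate 1 (adjusted p = 0.0608), and the sarcomere list without SAP97 control replicate 2 (0.0544), SAP97 control replicate 3 (0.118) or SAP97 KO replicate 3 (0.474), and with the block (0.0532).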

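Outside the backcrossed pair, the paper gives MDX mice a Bl6/Ros and control mice a Bl6/J background. By the labels, no MDX mouse outside this pair had the age of a control mouse outside it. For the genes and lists below, strain, age and genotype thus cannot be told apart. Cpxm2, which encodes a secreted carboxypeptidase-like protein, was at 9.19 ± 1.3 CPM (SD, n = 4) in MDX and 27.5 ± 6.88 CPM (SD, n = 5) in MDX control cardiomyocytes, a log2 fold change of -1.58 (standard error 0.20, adjusted p = 0.0680). Cited1, a transcriptional coactivator gene, was at 2.09 ± 1.3 CPM (SD, n = 4) against 0.0715 ± 0.0909 CPM (SD, n = 5), and the predicted gene Gm19503 at 147 ± 113 CPM (SD, n = 4) against 11 ± 4.90 CPM (SD, n = 5). Mthfd2 was at 3.2 ± 0.806 CPM (SD, n = 4) in MDX against 0.901 ± 0.166 CPM (SD, n = 5), a log2 fold change of 1.81 (standard error 0.25, adjusted p = 0.0793). Camk2b, a calmodulin-dependent kinase gene, had a log2 fold change of -1.03 (standard error 0.17, adjusted p = 0.139), and Scn4b, a sodium channel beta subunit, of -1.04 (standard error 0.17, adjusted p = 0.139). Of 100 splits of the 9 mice, 55, the real one among them, gave at least as many called lists, so chance cannot be excluded for the lists in MDX. Interferon response genes rose as a group in MDX, with 17 of 21 higher and a median log2 fold change of 0.31 (camera, adjusted p = 1.81e-05, and 0.973 with an estimated correlation). In this list, Irf7 was at 4.36 ± 0.573 CPM (SD, n = 4) against 2.72 ± 0.591 CPM (SD, n = 5), Ifi44 had a log2 fold change of 0.60 and Oas1a of 0.88. Endothelial markers rose, with 13 of 14 higher and a median of 0.30 (adjusted p = 0.00101, and 0.973 with an estimated correlation), and macrophage markers, with 11 of 12 higher and a median of 0.20 (adjusted p = 0.0171, and 0.973 with an estimated correlation). Of these, the tight junction gene Cldn5 had a log2 fold change of 0.77 and the complement gene C1qa of 0.37. Atrial markers rose, with 5 of 5 higher and a median of 0.54 (adjusted p = 0.0292, and 0.973 with an estimated correlation). Among them, Myl7, the atrial myosin light chain, had a log2 fold change of 0.94 and Sln, which encodes sarcolipin, of 0.79. MDX replicate 5 had 51.0% of its counts in mitochondrial genes, where the next MDX library had 36.3%. With edgeR, 0 of 14994 tested genes passed an adjusted p of 0.01 in MDX, while 408 had an unadjusted p under 0.05, of which 192 were higher and 216 lower, where chance gives 750. DESeq2 called 17 genes, 6 higher and 11 lower, and the deposited table lists 20 by the authors. The single genes above were named after their values were seen, and 188 genes (1.25%) had groups that did not overlap, where chance gives 1.59%. Macrophage markers lost their call without MDX control replicate 1 (adjusted p = 0.0620), MDX control replicate 4 (0.0610), MDX control replicate 5 (0.287) or MDX replicate 3 (0.144). Atrial markers lost theirs without MDX control replicate 1 (0.0688), MDX control replicate 3 (0.199), MDX control replicate 4 (0.0669), MDX control replicate 5 (0.0622), MDX replicate 4 (0.352) or MDX replicate 5 (0.389).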

## Technical Validation

### RNA metrics

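Ventricular cardiomyocytes of 3 mouse lines were compared, each library from a separate male mouse. CASK KO and SAP97 KO cells lack the targeted gene's first exon after recombination by Cre, and MDX mice carry a mutation of dystrophin. There were 3 CASK KO, 3 CASK control, 3 SAP97 KO, 3 SAP97 control, 5 MDX and 5 MDX control libraries, of which 21 were tested. According to the paper, libraries of stranded total RNA were made after depletion of ribosomal RNA and sequenced as pairs. The authors aligned the read pairs to GRCm38, counted those falling on the exons of each gene, and deposited the counts, the values per gene as TPM, and their own comparison of each knockout with its control. The deposited counts are whole numbers without further scaling. The counts of each line were scaled by TMM, genes with low counts were removed by filterByExpr, and each knockout was compared with its control by the quasi-likelihood test of edgeR. This test, like camera, is 2-sided, its p-values were adjusted by Benjamini-Hochberg over all genes tested, and a gene was called at an adjusted p of 0.01. Gene levels are given as CPM, from the TMM-scaled library sizes, and as log2 fold changes of the knockout over its control. Lists of genes, fixed before the data were examined, were tested as groups with camera at a preset correlation of 0.01 between genes and called at an adjusted p of 0.05, over 78 tests. Mitochondrial transcripts took 23.6 to 54.4% of the counts of the 21 libraries, and mt-Rnr2, the large mitochondrial ribosomal RNA, 14.0 to 38.0%. Counts per library ran from 32765612 to 42159185 (median 39344600) in CASK KO and from 33988592 to 40469641 (median 34077000) in CASK control cells. They ran from 28697320 to 34155235 (median 30710600) in SAP97 KO and from 29836839 to 34192649 (median 30350100) in SAP97 control cells. In the MDX line they ran from 27480413 to 34611857 (median 28927600) in MDX and from 24253610 to 32839495 (median 32228800) in MDX control cells. Over all 22 libraries the mean was 44490800 read pairs (SD 8414020). At this depth, a gene of 0 counts in a library allows up to 3 counts, by counting error alone.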

RNA-seq yielded 1.0 billion read pairs in total, with an average of 44.5 million read pairs per sample (standard deviation 8.4 million). The number of read pairs (in millions) was 306 for CASK KO and Ctrl, 268 for SAP97 KO and Ctrl, and 404 for MDX and Ctrl (see Table 4 for an overview of RNA-seq metrics, including mapping rates). 

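In the library of MDX replicate 1, genes were read at far lower counts than in the others. The authors' table gives it 17485935 read pairs, of which 34.5% fell on genes. It had 6026686 counts over 11708 genes with at least 1 count, where the other libraries had 19791 to 25860 such genes. Mitochondrial genes held 71.2% of its counts, and mt-Rnr2 alone held 67.4%. It was left out of all comparisons here.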

One sample (MDX_1) yielded few reads and was therefore excluded from further analyses. The proportion of reads mapping to annotated exons ranged from 65 to 77%. Mapping, no-feature (2–13%), and ambiguous (11–23%) read pairs together accounted for 89–97% of the total number of RNA reads (Table 4). 

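The counts deposited for the 21 tested libraries include mitochondrial transcripts, whose median share was 37.7% in CASK KO and 37.9% in CASK control, 39.7% in SAP97 KO and 36.8% in SAP97 control, and 36.0% in MDX and 40.2% in MDX control cells. In these libraries, 65.3 to 77.1% of read pairs fell on genes, 2.45 to 12.6% on no feature and 11.5 to 23.1% on more than 1 feature. Together these made up 89.4 to 97.3% of the read pairs, and 92.1 to 99.7% of reads were not ribosomal.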

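The deposited table of counts and TPM of all libraries lists 49671 genes, of which 39775 had at least 1 count in any of the 22 libraries. In the MDX comparison, 32115 of 49671 listed genes had a count. In the CASK and SAP97 comparisons, which list 47069 genes each, 29934 and 27567 had a count. Gene identifiers stand beside 48795 of the listed genes.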

Read pairs covered 49,671 genes of the *Mus musculus* reference genome (GRCm83.38).

### Quality assessment

The quality of all samples was assessed with FastQC. Except for MDX_1, all samples were of high quality. Where applicable, a representative example (MDX_Ct1) is shown. Firstly, the insert size histogram (Fig. 3a) shows that the inferred insert size of each sample exceeded 150 base pairs, demonstating that the sequencing was not contaminated by adapter sequences. Secondly, the GC content plot (Fig. 3c) ideally shows a roughly normal distribution centred around the average GC content of the genome, which varies between species. The peaks observed in Fig. 3c are likely caused by sequences that are detected at high copy numbers, and should not pose problems for downstream analyses. Furthermore, Phred scores (Fig. 3d) are well within the green area of the graph indicating good base quality along the length of reads. As well, the gene coverage graph (Fig. 3e) of sample MDX_Ct1 shows that reads are distributed evenly along the length of the gene body. Because the gene coverage for all other samples is highly comparable to that of MDX_Ct1, only one example is shown. Lastly, the saturation report (Fig. 3f) represents the number of splice junctions detected using different subsets of the data from 5 to 100% of all reads. At sequencing depths sufficient to perform alternative splicing analysis, at least the red line, representing known junctions, should reach a plateau where adding more data does not much increase the number of detected junctions. Only MDX_1 does not reach this plateau.

### Gene expression variation of biological replicates

We performed Principle Component Analyses (PCA) to assess whether samples from the same experimental group have similar gene expression profiles (Fig. 3b). Of note, samples within each sample group still show considerable variation. 

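Small non-coding RNAs weighed most on PC1 of the 21 libraries. In a principal component analysis of the 500 most variable genes, 24 of the 25 genes with the largest weight on PC1 were small non-coding RNAs, among them the Y RNAs Rny1 and Rny3 and the nucleolar RNAs Snora21 and Snora78. Nppa weighed most on PC2, followed by the small RNA gene Gm25848 with the opposite sign, Acta1 and the potassium channel gene Kcnj14. CASK control cells had the highest mean along PC2, at 12.7 ± 5.59 (SD, n = 3) against 2.12 ± 1.72 in CASK KO (SD, n = 3) and -4.34 to -0.716 in the other groups, but CASK control replicate 3, at 6.70, lay below SAP97 KO replicate 1, at 6.86. PC1 held 33.7% of the variance and PC2 23.0%. Differences between the 6 groups made up 9.04% of the variance along PC1, where 25% is expected by chance (permutation p = 0.9), and 60.2% along PC2 (permutation p = 0.011). These shares were 20.7% and 35.3% with log2 CPM, and the share along PC1 was 32.5% without small non-coding RNAs, a setting chosen after the data were seen (permutation p = 0.26). The share along PC1 was 5.12% without SAP97 KO replicate 3, 23.8% without MDX control replicate 3, 26.5% without MDX control replicate 5, 19.2% without MDX replicate 2 and 15.8% without MDX replicate 5.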

The mixed genetic background of most sample groups may explain this variation; only the MDX control mice are on a pure Bl6/J background. The variation seen in MDX control mice is likely due to a batch effect, as two rounds of samples were sequenced. However, considering that PCA plots are based on the 500 genes with the highest variability in one sample, our genes of interest, including all ion channel genes, show similar expression levels throughout all samples.

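In MDX control mice, PC1 ran from -17.4 to 18.2, with an SD of 13.0. MDX control replicates 4 and 5 and MDX replicates 4 and 5, whose columns in the table of all libraries follow another gene order than the rest, had a mean PC1 of 11.7 ± 5.59 (SD, n = 4), and the other 5 libraries of this comparison of -6.67 ± 7.80 (SD, n = 5). These groups differed by an exact permutation test (2-sided, p = 0.0159 over 126 splits). Along PC1, which small non-coding RNAs such as Rny1 dominate, libraries were also ordered by insert size. Over the 21 libraries, PC1 and the paper's insert sizes had Pearson's r = 0.58 (permutation p = 0.0058) and Spearman's rho = 0.69 (permutation p = 0.00086), and r = 0.70 without the 2 libraries farthest from the median insert size. Within the 17 libraries outside these 4, r was 0.52 (permutation p = 0.03) and rho 0.61 (permutation p = 0.011), while the 4 are too few for a value of their own. The sequencing round of each mouse is not among the labels. The paper proposes a batch effect from 2 rounds of sequencing as the reason for the variation among MDX control mice.

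**Figure D2:**
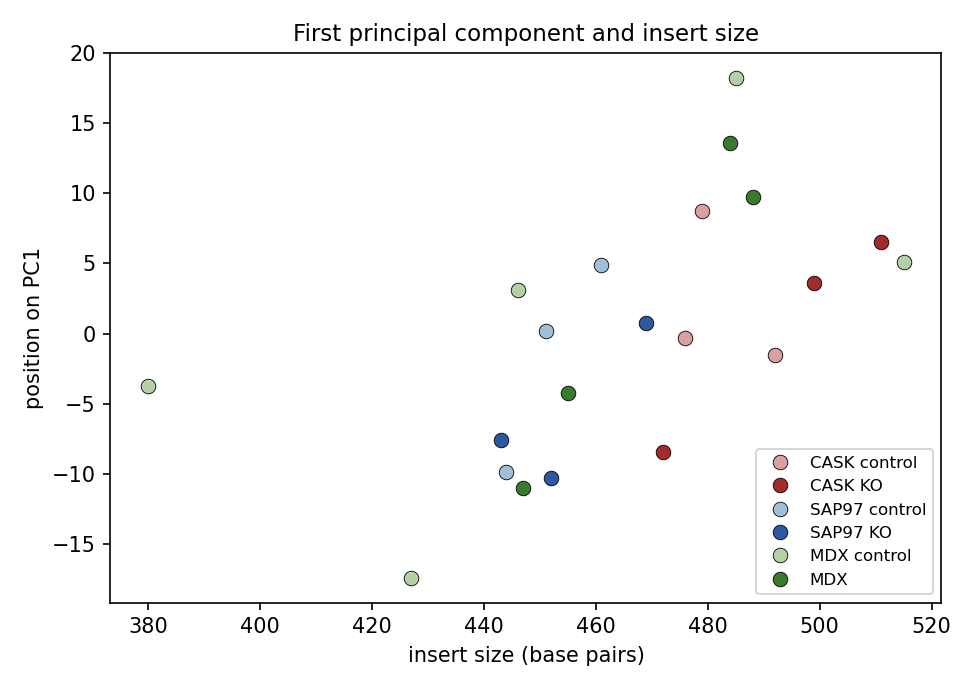
PC1 of the 21 libraries against the insert size in base pairs that the paper lists, with 1 point per library coloured by group. Libraries with longer inserts lie at higher PC1 (r = 0.58).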

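Among the 6 groups, 11 ion channel genes of the 141 tested differed. Their CPM were scaled within each mouse line, so they compare only roughly between lines. Aqp8, a water channel gene, was at 14.2 ± 1.48 CPM in CASK control (SD, n = 3) and 1.27 ± 0.632 CPM in MDX cells (SD, n = 4), with adjusted p = 6.85e-05. Kcnd2, which encodes a channel of the transient outward potassium current, was at 44.2 ± 2.88 CPM in SAP97 control and 16.1 ± 4.54 CPM in CASK control cells (SD, n = 3 each; adjusted p = 0.000324). Kcnj3, a subunit of the acetylcholine-gated potassium channel, was at 61.6 ± 3.26 CPM in SAP97 control and 22.1 ± 8.15 CPM in CASK control cells (SD, n = 3 each; adjusted p = 0.00216). Scn4b was highest in SAP97 KO, at 71.9 ± 11.8 CPM (SD, n = 3), and lowest in MDX, at 21.1 ± 3.62 CPM (SD, n = 4; adjusted p = 0.00768). Also among the 11 were the cyclic nucleotide-gated channel gene Cngb3, the potassium channel genes Kcnv2 and Kcnj14, the calcium channel gene Cacna1s, the anoctamin gene Ano3 and the glutamate receptor gene Gria3. Kcnj14 reached 82.1 CPM in 1 CASK control library and a mean of 30.0 ± 45.1 CPM in this group (SD, n = 3). Ratios of the highest to the lowest group mean were over 1.5 for 106 of the 141 genes and over 2 for 61. The share of all genes with such ratios was not computed, so these counts do not set ion channels apart. The groups were compared in 1 model by edgeR at an adjusted p of 0.01, which called 279 of 15654 genes (1.78%) and 7.80% of the ion channels, or 18 ion channels when adjusted over the list alone. Among genes of the same mean level, the variation of ion channels lay at a median percentile of 57.9. The 500 most variable genes held 4 ion channels, Ano5, Aqp8, Clcn1 and Kcnj14, and the number expected by chance was not computed. Without CASK control replicate 2, 6 ion channels differed, without CASK control replicate 1, 7, and with the CASK pairs in the model, a setting chosen after the data were seen, 7. The paper reasons that the PCA rests on the genes of highest variability, and states that ion channel genes have similar levels throughout.

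**Figure D3:**
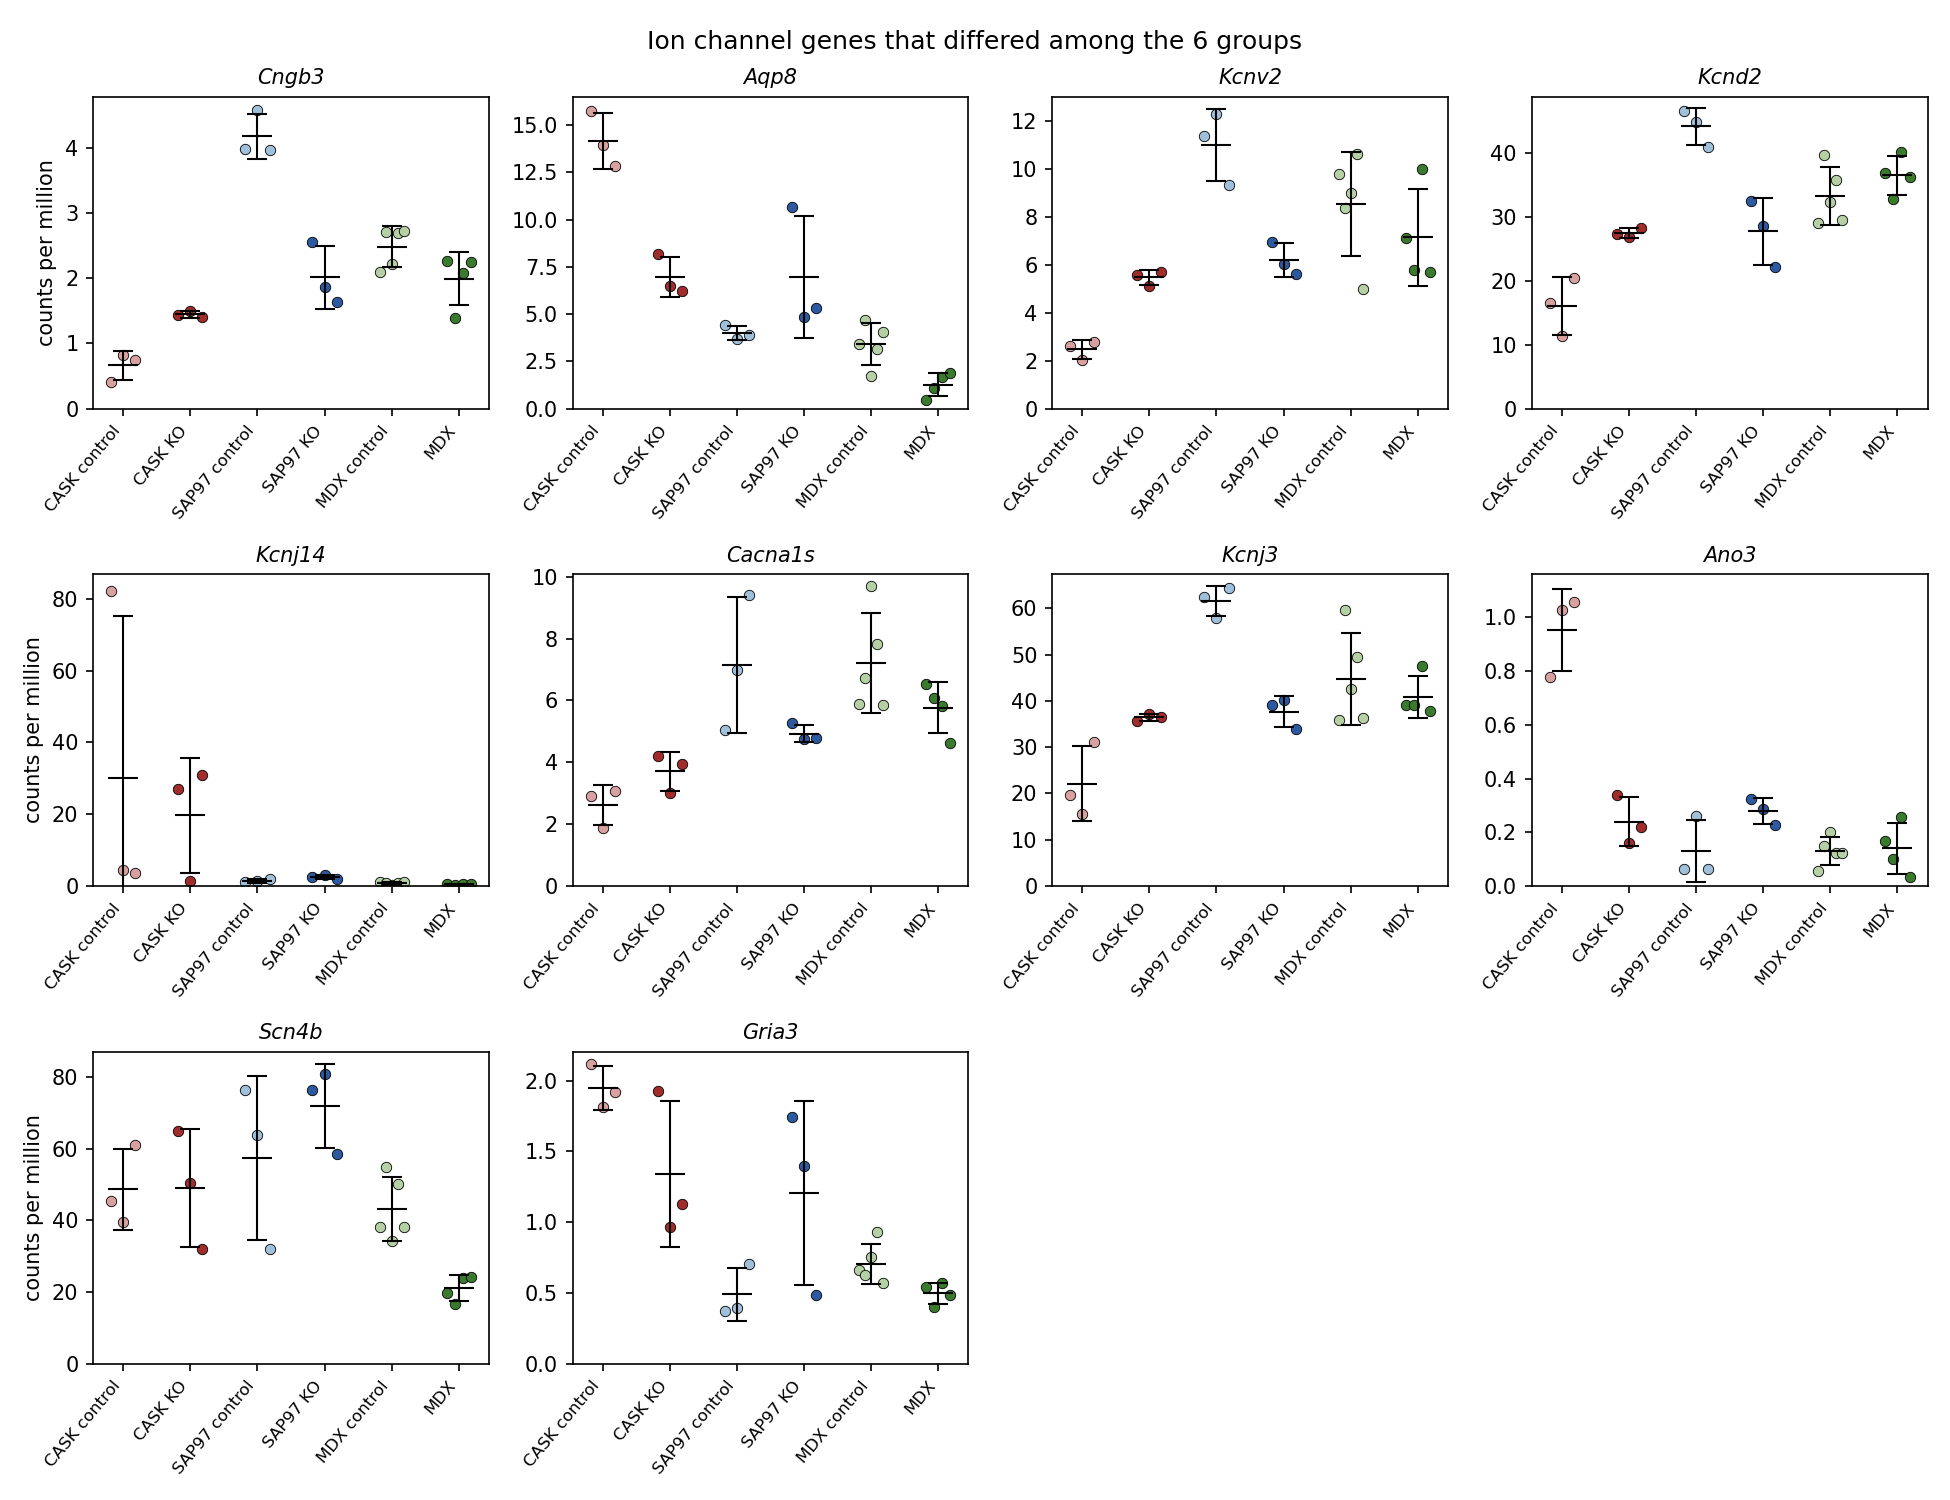
CPM, scaled within each mouse line, of 10 of the 11 ion channel genes that differed among the 6 groups, with 1 point per library and the mean and SD of each group as lines and bars. Aqp8 lies at a mean of 14.2 CPM in CASK control and 1.27 CPM in MDX cells.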

### Ion channel expression

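In WT ventricular cardiomyocytes, the most abundant ion channel messengers were those of calcium release and cell coupling. Ryr2 was at 328 ± 195 TPM (SD, n = 5 mice) and lies on chromosome 13 of GRCm38 from 11553102 to 12106945. Gja1, which encodes connexin 43, was at 230 ± 106 TPM (SD, n = 5). Among inwardly rectifying potassium channels, with 8 of 17 genes at 1 TPM or more, Abcc9 and Kcnj11 of the ATP-sensitive channel were at 69.7 ± 34.2 and 45.8 ± 15.4 TPM, and Kcnj5 at 21.4 ± 8.93 TPM. Among voltage-gated potassium channels, with 11 of 47, Kcng2 was at 33.9 ± 16.4 TPM, Kcnh2 at 15.0 ± 7.18 TPM and Kcnd2 at 11 ± 4.74 TPM. Of the two-pore-domain family, only Kcnk3 counted as expressed, at 59.3 ± 29.1 TPM. Voltage-gated calcium channels, with 8 of 26, were led by the L-type channel gene Cacna1c at 27.5 ± 12 TPM and its subunit gene Cacna2d1 at 26.8 ± 14.1 TPM. Voltage-gated sodium channels, with 5 of 14, held Scn4b at 15.3 ± 7.62 TPM and Scn4a, the skeletal muscle channel gene, at 9.85 ± 4.86 TPM. The pacemaker channel gene Hcn2 was at 8.40 ± 4.39 TPM, in a family of cyclic nucleotide-regulated channels with 3 of 10. Clic4 and Clic5 of the chloride intracellular channels, with 4 of 5, were at 62.0 ± 24.5 and 55.9 ± 26.1 TPM, and the water channel gene Aqp1, of a family with 4 of 12, at 72.1 ± 28.2 TPM. Transient receptor potential channels, with 7 of 29, were led by Pkd1 at 5.19 ± 2.65 TPM and Trpm7 at 4.75 ± 2.12 TPM. The families of ionotropic GABA receptors, glutamate receptors, glycine receptors and pannexins had 0 genes at 1 TPM, of 19, 18, 4 and 3. In all, 77 of 323 listed genes reached a mean of 1 TPM, 52 had 0 counts in all 5 libraries, and the 323 held 0.145% of the TPM. The WT mice are the 5 MDX control mice. For MDX control replicates 4 and 5, the deposited TPM were assigned to genes by the gene order of the deposited MDX comparison, which their counts match.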

Based on the list of ion channel genes from HUGO Gene Nomenclature Committee (https://www.genenames.org/cgi-bin/genefamilies/set/177), we distilled ion channel expression from WT mice expressed as TPM (Tables 1, Table 2 and Table 3 (available online only), Fig. 1).

## Additional information

**How to cite this article**: Chevalier, M. *et al*, Transcriptomic analyses of murine ventricular cardiomyocytes. *Sci. Data* 5:180170 doi: 10.1038/sdata.2018.170 (2018).

**Publisher’s note**: Springer Nature remains neutral with regard to jurisdictional claims in published maps and institutional affiliations.

## Supplementary Material

## Figures and Tables

**Figure 1:**
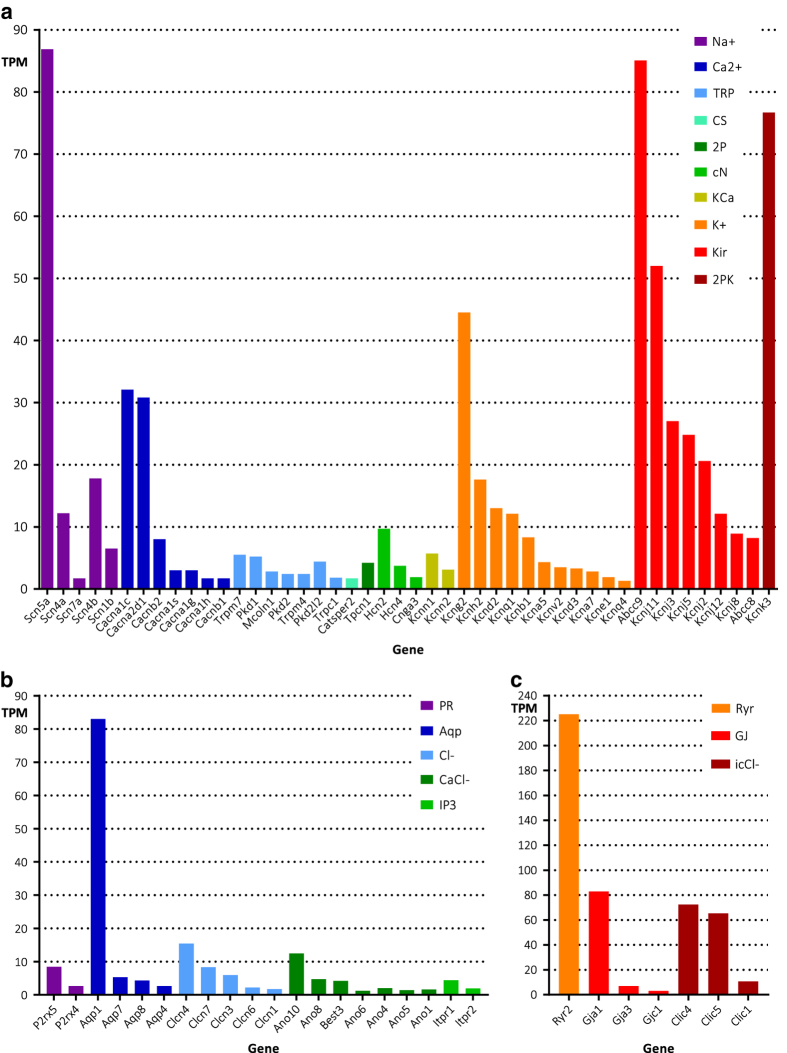
Gene expression of ion channels in murine ventricular cardiomyocytes. (**a**) Expression levels of voltage-gated ion channel genes: voltage-gated sodium channels (Na+; purple), voltage-gated calcium channels (Ca2+; blue), transient receptor potential cation channels (TRP; light blue), CS, CatSper channels (aqua), two-pore channels (2P; green), cyclic-nucleotide-regulated channels (cN; light green), calcium-activated potassium channels (KCa; ochre), voltage-gated potassium channels (K+; orange), inwardly rectifying potassium channels (Kir; red) and two-pore potassium channels (2PK; burgundy). (**b**) Expression levels of the ligand-gated purinergic receptor gene (PR; purple) and of ion channel genes from the “other” category: aquaporins (Aqp; blue), voltage-sensitive chloride channels (Cl-; light blue), calcium-activated chloride channels (CaCl-; green) and inositol triphosphate receptors (IP3; light green). (**c**) Expression levels of more ion channel genes from the “other” category: ryanodine receptors (Ryr; orange), gap junction proteins (GJ; red) and chloride intracellular channels (icCl-; burgundy). All expression levels are average TPM values of WT samples (*n*=5). Shown are genes with more than 75 reads per gene (normalized for gene length, prior to conversion to TPM) from Tables 1, Table 2 and Table 3 (available online only).

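Channel genes above 75 reads per kb of exon numbered 38 in the WT libraries. Ryr2 stood highest, at a mean of 5461 reads per kb, before Gja1 at 3971 and Aqp1 at 1277. At the lower edge, the small-conductance potassium channel gene Kcnn1 had 80.9 reads per kb, Trpm7 81.1, Pkd1 86.5 and the chloride channel gene Clcn3 86.7. Abcc9 led the inwardly rectifying potassium channels among them, and Kcng2 the voltage-gated ones. The pacemaker channel gene Hcn2 was at 139.7 reads per kb. The counts are those of the MDX comparison and the exon lengths those of the table of all libraries, whose annotation releases differ for some genes, so the number 38 is approximate.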

**Figure 2:**
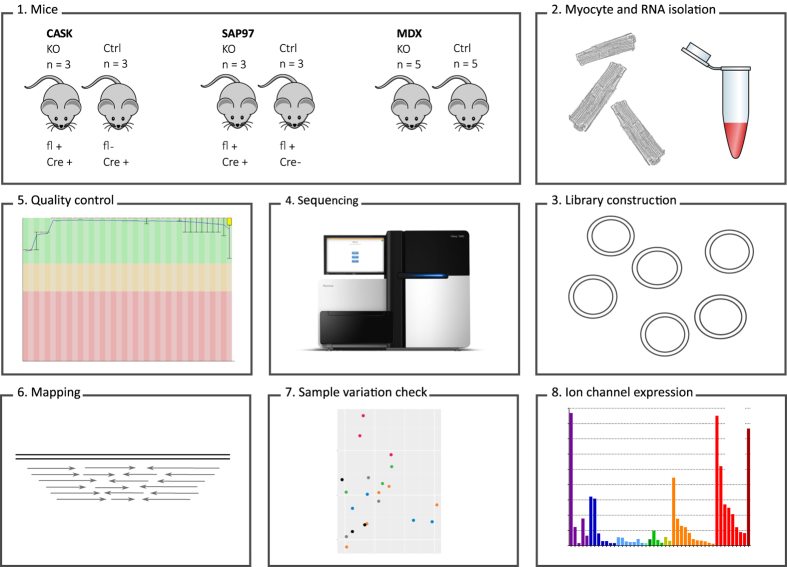
Experimental design and workflow. (1) 22 mice with six different genetic backgrounds (CASK KO and control, SAP97 KO and control, and MDX and control) were used. fl+, first exon of gene is floxed; Cre+, Cre recombinase is expressed. (2) Cardiomyocytes were isolated on a Langendorff system and RNA was isolated with a FFPE Clear RNAready kit. (3) Libraries were constructed with 1 μg RNA per sample using a TrueSeq Stranded Total RNA protocol and (4) sequenced on an Illumina HiSeq3000 machine. (5) Quality of the reads was assessed with FastQC, and (6) reads were mapped to the *Mus musculus* reference genome (GRCm38.83) with Tophat. (7) To assess sample variation within each group, we performed principle component analyses (PCA) (see Fig. 3). (8) Lastly, ion channel expression was determined.

**Figure 3:**
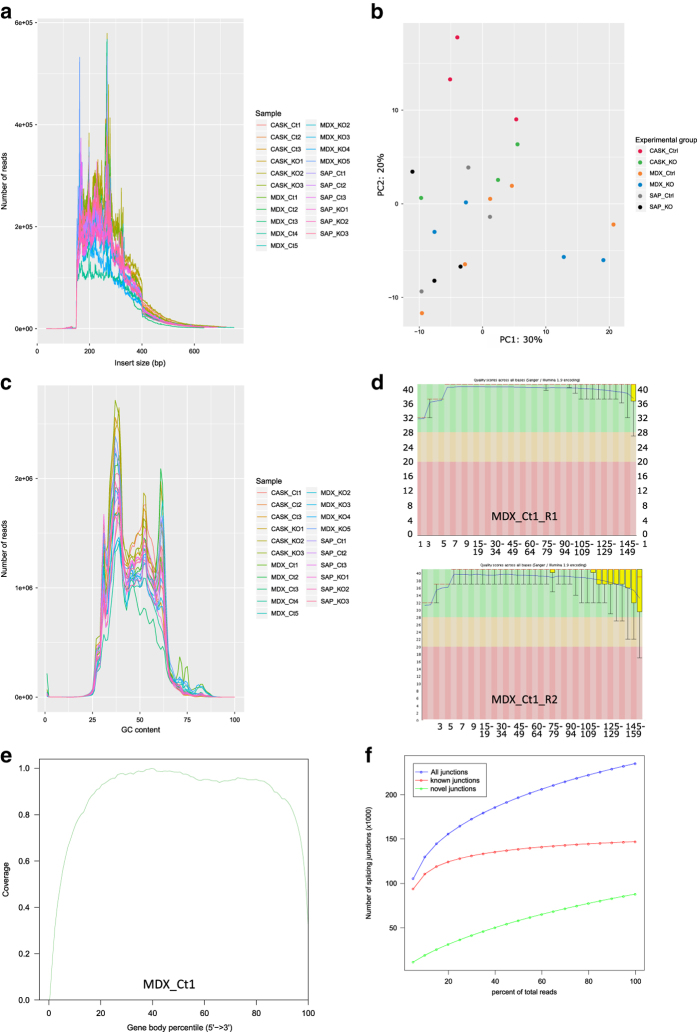
Quality control. (**a**) Histogram of inferred insert size for each sample, which represents distance between the two reads of one RNA fragment. (**b**) Principle component analyses (PCA) plots were performed to assess variability of samples within and between groups. Plot of the first two axes from a PCA based on the 500 genes with the most variable expression across all samples except MDX_1. CASK control (red, *n*=3) and KO (green, *n*=3); MDX control (orange, *n*=5) and KO (blue, *n*=4); SAP97 control (grey, *n*=3) and KO (black, *n*=3). (**c**) Distribution of GC content of the reads for each sample. (**d**) Base quality (Phred scores) along the length of the reads in each FastQC file of MDX_Ct1 as representative sample. The box plots are drawn as follows: red line, median; yellow box, range between upper and lower quartiles; whiskers, range between 10 and 90% quantiles. The blue line shows the mean quality. Y-axis represents quality scores across all bases. X-axis represents position in read (bp). (**e**) Gene body coverage. Distribution of reads along the length of the genes (5’-end on the left, 3’-end on the right). Shown image of sample MDX_Ct1 is representative for all samples. (**f**) Saturation report, depicting the number of splice junctions detected using different subsets of the data from 5 to 100% of all reads. Red, known junction based on the provided genome annotation; green, novel junctions; blue, all junctions. The red line reaches a plateau where adding more data does not increase the number of detected junctions, indicating that the sequencing depth suffices for performing alternative splicing analysis.

**Table 1:** Expression of voltage-gated ion channels

**Gene**	**Protein**	**TPM**
**Sodium channels, voltage-gated**		
Scn5a	Nav1.5	86.900
Scn4a	Nav1.4	12.163
Scn7a	Nav2.1	1.650
Scn10a	Nav1.8	0.180
Scn3a	Nav1.3	0.123
Scn2a	Nav1.2	0.025
Scn11a	Nav1.9	0.009
Scn8a	Nav1.6	0.004
Scn1a	Nav1.1	0.003
Scn9a	Nav1.7	0.000
Scn4b	β4 subunit	17.765
Scn1b	β1 subunit	6.524
Scn3b	β3 subunit	0.074
Scn2b	β2 subunit	0.041
**Calcium channels voltage-gated**		
Cacna1c	Cav1.2	32.050
Cacna1s	Cav1.1	3.045
Cacna1g	Cav3.1	3.006
Cacna1h	Cav3.2	1.738
Cacna1a	Cav2.1	0.360
Cacna1d	Cav1.3	0.225
Cacna1b	Cav2.2	0.028
Cacna1i	Cav3.3	0.008
Cacna1e	Cav2.3	0.003
Cacna1f	Cav1.4	0.000
Cacna2d1	α2 and δ1 subunit	30.799
Cacna2d3	α2 and δ3 subunit	0.048
Cacna2d4	α2 and δ4 subunit	0.000
Cacnb2	β2 subunit	8.023
Cacnb1	β1 subunit	1.714
Cacnb3	β3 subunit	0.398
Cacnb4	β4 subunit	0.108
Cacng6	γ6 subunit	1.513
Cacna2d2	γ1 subunit	0.455
Cacng7	γ7 subunit	0.261
Cacng1	γ7 subunit	0.024
Cacng4	γ4 subunit	0.010
Cacng5	γ5 subunit	0.008
Cacng2	γ2 subunit	0.002
Cacng3	γ3 subunit	0.000
Cacng8	γ8 subunit	0.000
**Transient receptor potential cation channels**		
Trpm7	TRPM7	5.530
Pkd1	TRPP1	5.248
Pkd2l2	TRPP5	4.380
Mcoln1	TRPML1	2.836
Trpm4	TRPM4	2.431
Pkd2	TRPP2	2.424
Trpc1	TRPC1	1.836
Trpc3	TRPC3	0.875
Trpv2	TRPV2	0.391
Trpv4	TRPV4	0.366
Trpm3	TRPM3	0.287
Trpc6	TRPC6	0.051
Trpm6	TRPM6	0.037
Trpc4	TRPC4	0.033
Trpv1	TRPV1	0.026
Trpa1	TRPA1	0.022
Mcoln3	TRPML3	0.018
Trpv3	TRPV3	0.016
Mcoln2	TRPML2	0.011
Trpm2	TRPM2	0.011
Trpm5	TRPM5	0.005
Trpv5	TRPV5	0.005
Trpv6	TRPV6	0.005
Trpc7	TRPC7	0.002
Pkd2l1	TRPP3	0.000
Trpc2	TRPC2	0.000
Trpc5	TRPC5	0.000
Trpm1	TRPM1	0.000
Trpm8	TRPM8	0.000
**CatSper channels**		
Catsper2	CATSPER2	1.744
Catsper3	CATSPER3, CACRC	0.127
Catsper4	CATSPER4	0.060
Catsperd	δ subunit	0.058
Catsperg1	γ1 subunit	0.031
Catsperb	β subunit	0.003
Catsper1	CATSPER1	0.000
Catsperg2	γ2 subunit	0.000
**Two-pore channels**		
Tpcn1	TPCN1	4.183
Tpcn2	TPCN2	0.446
**Cyclic nucleotide-regulated channels**		
Hcn2	HCN2	9.736
Hcn4	HCN4	3.661
Cnga3	CNGA3	1.880
Cngb3	CNGB3	1.051
Hcn1	HCN1	0.229
Cngb1	CNGB1	0.067
Hcn3	HCN3	0.056
Cnga1	CNGA1	0.000
Cnga2	CNGA2	0.000
Cnga4	CNGA4	0.000
**Potassium channels, calcium-activated**		
Kcnn1	KCa2.1	5.677
Kcnn2	KCa2.2	3.107
Kcnt2	Kna	0.287
Kcnmb1	β1 subunit	0.127
Kcnn3	KCa2.3	0.043
Kcnt1	KCa4.1	0.019
Kcnu1	KCa5.1	0.014
Kcnn4	KCa3.1	0.008
Kcnma1	KCa1.1	0.007
Kcnmb2	β2 subunit	0.000
Kcnmb3	β3 subunit	0.000
Kcnmb4	β4 subunit	0.000
**Potassium channels, voltage-gated**		
Kcng2	Kv6.2	44.470
Kcnh2	Kv11.1	17.558
Kcnd2	Kv4.2	12.960
Kcnq1	Kv7.1	12.079
Kcnb1	Kv2.1	8.310
Kcna5	Kv1.5	4.250
Kcnv2	Kv8.2	3.502
Kcnd3	Kv4.3	3.270
Kcna7	Kv1.7	2.800
Kcne1	KCNE1	1.917
Kcnq4	Kv7.4	1.326
Kcna4	Kv1.4	0.907
Kcne4	KCNE4	0.833
Kcnf1	Kv5.1	0.000
Kcnc3	Kv3.3	0.566
Kcnc1	Kv3.1	0.237
Kcna1	Kv1.1	0.175
Kcne2	KCNE2	0.005
Kcna6	Kv1.6	0.119
Kcnab3	KCAB3	0.113
Kcna2	Kv1.2	0.105
Kcnab2	KCAB2	0.088
Kcnab1	KCAB1	0.056
Kcns1	Kv9.1	0.051
Kcnq5	Kv7.5	0.048
Kcnc4	Kv3.4	0.041
Kcnd1	Kv4.1	0.031
Kcnc2	Kv3.2	0.029
Kcnh1	Kv10.1	0.027
Kcng4	Kv6.4	0.020
Kcna3	Kv1.3	0.019
Kcns3	Kv9.3	0.012
Kcnh3	Kv12.2	0.008
Kcnh6	Kv11.2	0.007
Kcng3	Kv6.3	0.005
Kcne3	KCNE3	0.060
Kcnq3	Kv7.3	0.004
Kcnb2	Kv2.2	0.003
Kcnq2	Kv7.2	0.002
Kcnh8	Kv12.1	0.002
Kcna10	Kv1.8	0.000
Kcng1	Kv6.1	0.000
Kcnh4	Kv12.3	0.000
Kcnh5	Kv10.2	0.000
Kcnh7	Kv11.3	0.000
Kcns2	Kv9.2	0.000
Kcnv1	Kv8.1	0.000
**Potassium channels, inwardly rectifying**		
Abcc9	SUR2A,SUR2B	85.126
Kcnj11	Kir6.2	51.960
Kcnj3	Kir3.1	26.920
Kcnj5	Kir3.4	24.795
Kcnj2	Kir2.1	20.573
Kcnj12	Kir2.2	12.050
Kcnj8	Kir6.1	8.852
Abcc8	SUR1	8.225
Kcnj14	Kir2.4, Kir1.3	0.620
Kcnj4	Kir2.3	0.322
Kcnj15	Kir4.2	0.105
Kcnj9	Kir3.3	0.016
Kcnj1	Kir1.1	0.003
Kcnj10	Kir4.1, Kir1.2	0.002
Kcnj13	Kir7.1, Kir1.4	0.000
Kcnj16	Kir5.1	0.000
Kcnj6	Kir3.2	0.000
**Potassium channels, two-P**		
Kcnk3	K2P3.1, TASK-1	76.710
Kcnk6	K2P6.1, TWIK-2	0.580
Kcnk1	K2P1.1, TWIK-1	0.280
Kcnk5	K2P5.1, TASK-2	0.104
Kcnk2	K2P2.2, TREK-1	0.078
zKcnk13	K2P13.1, THIK-1	0.066
Kcnk7	K2P7.1	0.007
Kcnk10	K2P10.1, TREK-2	0.006
Kcnk12	K2P12.1, THIK-2	0.000
Kcnk15	K2P15.1, TASK-5	0.000
Kcnk16	K2P16.1, TASLK-1	0.000
Kcnk18	K2P18.1, TRESK-2	0.000
Kcnk4	K2P4.1, TRAAK	0.000
Kcnk9	K2P9.1, TASK-3	0.000
**Hydrogen voltage-gated ion channels**		
Hvcn1	Hv1	0.138
Voltage-gated ion channel genes, their respective proteins, and transcript per million (TPM) values averaged from five WT samples.		

**Table 2:** Expression of ligand-gated ion channels

**Gene**	**Protein**	**TPM**
**5-HT (serotonin) receptors, ionotropic**		
Htr3a	5-HT3A	0.023
Htr3b	5-HT3B	0.000
**Acetylcholine receptors, nicotinic**		
Chrna2	ACHA2	1.073
Chrnb1	ACHB	0.668
Chrnb2	ACHB2	0.066
Chrng	ACHG	0.028
Chrna10	ACH10	0.019
Chrna1	ACHA	0.014
Chrne	ACHE	0.007
Chrna5	ACHA5	0.003
Chrna3	ACHA3	0.000
Chrna4	ACHA4	0.000
Chrna6	ACHA6	0.000
Chrna7	ACHA7	0.000
Chrna9	ACHA9	0.000
Chrnb3	ACHB3	0.000
Chrnb4	ACHB4	0.000
Chrnd	ACHD	0.000
**GABA(A) receptors**		
Gabrr2	GBRR2	0.855
Gabra3	GBRA3	0.155
Gabre	GBRE	0.102
Gabrb3	GBRB3	0.058
Gabrq	GBRT	0.022
Gabrg3	GBRG3	0.021
Gabrb2	GBRB2	0.019
Gabra2	GBRA2	0.006
Gabrd	GBRD	0.004
Gabra5	GBRA5	0.004
Gabrg1	GBRG1	0.002
Gabra4	GBRA4	0.002
Gabra1	GBRA1	0.002
Gabra6	GBRA6	0.000
Gabrb1	GBRB1	0.000
Gabrg2	GBRB2	0.000
Gabrp	GBRP	0.000
Gabrr1	GBRR1	0.000
Gabrr3	GBRR3	0.000
**Glutamate receptors, ionotropic**		
Grik5	GRIK5	0.830
Grin2c	NMDE3	0.407
Grin3b	NMD3B	0.151
Gria3	GRIA3	0.148
Grin2d	NMDE4	0.106
Gria1	GRIA1	0.022
Grik4	GRIK4	0.018
Grik3	GRIK3	0.016
Grik2	GRIK2	0.010
Grin3a	NMD3A	0.008
Grin2a	NMDE1	0.006
Gria4	GRIA4	0.005
Grid2	GRID2	0.003
Gria2	GRIA2	0.002
Grid1	GRID1	0.001
Grik1	GRIK1	0.001
Grin1	NMDZ1	0.001
Grin2b	NMDE2	0.000
**Glycine receptors**		
Glra4	GLRA4	0.045
Glra1	GLRA1	0.000
Glra2	GLRA2	0.000
Glra3	GLRA3	0.000
**Purinergic receptors, ionotropic**		
P2rx5	P2X5	8.390
P2rx4	P2X4	2.570
P2rx6	P2X6	1.069
P2rx7	P2X7	0.349
P2rx3	P2X3	0.191
P2rx1	P2X1	0.065
P2rx2	P2X2	0.010
**Zinc-activated channels**		
*not expressed in mice*		
Ligand-gated ion channel genes, their respective proteins, and transcript per million (TPM) values averaged from five WT samples.		

**Table 3:** Expression of other ion channels

**Gene**	**Protein**	**TPM**
**Acid-sensing (proton-gated) ion channels**		
Asic3	ASIC3	0.068
Asic1	ASIC1	0.053
Asic4	ASIC4	0.009
Asic2	ASIC2	0.000
**Aquaporins**		
Aqp1	AQP1	82.978
Aqp7	AQP7	5.290
Aqp8	AQP8	4.274
Aqp4	AQP4	2.601
Aqp11	AQP11	0.154
Aqp6	AQP6	0.047
Aqp2	AQP2	0.043
Aqp5	AQP5	0.018
Aqp9	AQP9	0.007
Aqp12	AQP12	0.000
Aqp3	AQP3	0.000
Mip	MIP	0.000
**Chloride channels, voltage-sensitive**		
Clcn4	CLCN4	15.442
Clcn7	CLCN7	8.289
Clcn3	CLCN3	5.871
Clcn6	CLCN6	2.146
Clcn1	CLCN1	1.737
Clcn2	CLCN2	0.667
Clcnkb	CLCKB	0.550
Clcn5	CLCN5	0.216
Clcnka	CLCKA	0.003
**Cystic fibrosis transmembrane conductance regulators**		
Cftr	CFTR	0.006
**Calcium-activated chloride channels**		
Ano10	ANO10	12.374
Ano8	ANO8	4.659
Best3	BEST3	4.218
Ano4	ANO4	1.961
Ano1	ANO1	1.565
Ano5	ANO5	1.432
Ano6	ANO6	1.228
Ano3	ANO3	0.033
Best1	BEST1	0.016
Ano9	ANO9	0.011
Best2	BEST2	0.006
Ano2	ANO2	0.000
Ano7	ANO7	0.000
**Chloride intracellular channels**		
Clic4	CLIC4	72.409
Clic5	CLIC5	65.201
Clic1	CLIC1	10.695
Clic3	CLIC3	0.398
Clic6	CLIC6	0.039
**Gap junction proteins**		
Gja1	CXA1	82.934
Gja3	CXA3	7.013
Gjc1	CXG1	2.952
Gja4	CXA4	1.946
Gja5	CXA5	0.613
Gja6	CXA6	0.147
Gjc2	CXG2	0.095
Gjd3	CXD3	0.069
Gjb5	CXB5	0.019
Gjc3	CXG3	0.015
Gjb2	CXB2	0.005
Gja10	CXA10	0.000
Gja8	CXA8	0.000
Gjb1	CXB1	0.000
Gjb3	CXB3	0.000
Gjb4	CXB4	0.000
Gjb6	CXB6	0.000
Gjd2	CXD2	0.000
Gjd4	CXD4	0.000
Gje1	GJE1	0.000
**IP3 receptors**		
Itpr1	ITPR1	4.382
Itpr2	ITPR2	1.929
Itpr3	ITPR3	0.798
**Pannexins**		
Panx2	PANX2	0.207
Panx1	PANX1	0.137
Panx3	PANX3	0.000
**Ryanodine receptors**		
Ryr2	RYR2	225.160
Ryr3	RYR3	0.220
Ryr1	RYR1	0.047
**Sodium leak channels, non-selective**		
Nalcn	NALCN	0.049
**Sodium channels, non-voltage-gated**		
Scnn1a	SCNNA	0.077
Scnn1b	SCNNB	0.000
Scnn1g	SCNNG	0.000
Other ion channel genes, their respective proteins, and transcript per million (TPM) values averaged from five WT samples.		

**Table 4:** RNA-seq raw data and mapping metrics.

**Sample ID**	**Genotype**	**# read pairs total**	**# non-rRNA read pairs**	**% of total**	**Insert size**	**# read pairs mapping to a gene**	**% of total**	**# no-feature read pairs**	**% of total**	**# ambiguous read pairs**	**% of total**
CASK_Ct1	WT+Cre	47,543,799	47,343,548	99.58	492	34,076,980	71.67	2,721,942	5.73	8,287,647	17.43
CASK_Ct2	WT+Cre	45,437,500	45,287,356	99.67	476	33,988,592	74.8	1,440,229	3.17	7,578,641	16.68
CASK_Ct3	WT+Cre	55,117,414	54,944,721	99.69	479	40,469,641	73.42	1,790,829	3.25	11,381,005	20.65
CASK_KO1	CASK_fl+Cre	45,685,573	45,565,815	99.74	472	32,765,612	71.72	5,738,568	12.56	5,504,670	12.05
CASK_KO2	CASK_fl+Cre	55,895,769	55,607,105	99.48	511	39,344,558	70.39	2,372,238	4.24	12,476,403	22.32
CASK_KO3	CASK_fl+Cre	56,437,329	56,008,449	99.24	499	42,159,185	74.7	2,804,256	4.97	9,655,232	17.11
MDX_1	MDX	17,485,935	17,320,513	99.05	380	*(sample exluded)*					
MDX_2	MDX	39,536,744	39,037,330	98.74	447	27,475,113	69.49	3,258,092	8.24	6,543,268	16.55
MDX_3	MDX	39,626,959	39,432,254	99.51	455	27,841,146	70.26	2,169,924	5.48	7,327,584	18.49
MDX_4	MDX	42,406,246	40,919,896	96.49	488	29,805,158	70.28	2,905,415	6.85	6,497,990	15.32
MDX_5	MDX	50,934,677	47,518,076	93.29	484	34,233,480	67.21	1,864,210	3.66	10,028,518	19.69
MDX_Ct1	WT	48,311,563	46,288,106	95.81	380	32,827,800	67.95	4,353,181	9.01	7,779,264	16.1
MDX_Ct2	WT	47,283,192	46,988,962	99.38	446	32,237,279	68.18	2,304,142	4.87	10,939,883	23.14
MDX_Ct3	WT	35,275,617	34,938,284	99.04	427	24,235,276	68.7	3,631,537	10.29	4,922,208	13.95
MDX_Ct4	WT	33,977,175	32,900,815	96.83	515	25,298,933	74.46	1,713,065	5.04	4,619,558	13.6
MDX_Ct5	WT	49,379,536	45,499,492	92.14	485	32,227,570	65.27	1,210,708	2.45	10,698,976	21.67
SAP_Ct1	WT+Cre	47,930,112	47,715,719	99.55	461	34,192,649	71.34	1,965,652	4.1	9,896,590	20.65
SAP_Ct2	WT+Cre	44,934,245	44,566,395	99.18	444	30,350,071	67.54	4,879,732	10.86	7,491,483	16.67
SAP_Ct3	WT+Cre	43,586,968	43,382,766	99.53	451	29,836,839	68.45	1,332,267	3.06	8,751,881	20.08
SAP_KO1	SAP_fl+Cre	44,319,566	44,146,526	99.61	452	34,155,235	77.07	2,606,959	5.88	5,090,692	11.49
SAP_KO2	SAP_fl+Cre	41,547,517	41,397,099	99.64	469	28,697,320	69.07	3,765,768	9.06	7,431,842	17.89
SAP_KO3	SAP_fl+Cre	46,143,349	45,812,985	99.28	443	30,710,635	66.55	5,476,238	11.87	8,174,538	17.72
Total and non-ribosomal RNA read pairs, average RNA fragment size (bp), and mapping metrics, including absolute number and percentages of read pairs mapping to all annotated exons of the mouse reference genome, and no-feature and ambiguous reads, per sample. Note the low number of read pairs in MDX_1, which is therefore excluded from further analysis. CASK KO and Ctrl, SAP97 KO and Ctrl *n*s=3, MDX KO *n*=4, MDX Ctrl *n*=5.

How the deposited data were processed for this re-analysis (not part of the article)

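RNA of ventricular cardiomyocytes was sequenced from 22 male mice of 6 groups: 3 CASK KO and 3 CASK control, 3 SAP97 KO and 3 SAP97 control, and 5 MDX and 5 MDX control mice. Each library came from a separate mouse, so the p-values of single genes measure the spread between mice. Those of camera at its preset correlation take genes as nearly independent, and so rest also on the spread between genes. Groups were taken from the sample titles, which match Table 4 of the paper. Labels and paper differ on some points: Table 4 writes the SAP97 controls as carrying Cre, while the methods and the labels give them floxed and without Cre, and the labels give MDX replicate 4 an age above the range of the methods. The labels also mention poly-A selection for WT samples, where the paper describes depletion of ribosomal RNA. MDX replicate 1 was left out of every comparison, as in the paper, which left 21 libraries.

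The authors removed ribosomal RNA reads, aligned the rest to GRCm38 and made the deposited counts as whole numbers of read pairs per gene, with no further scaling. The submitters' processing notes name FastQC 0.11.2, Bowtie2 2.2.1, TopHat2 2.0.13, HTSeq 0.6.1 and DESeq2 1.10.1. The summary sheet deposited with the comparisons names Bowtie2 2.2.4, HTSeq-count 0.6.1, DESeq2 1.14.1, R 3.3.2 and biomaRt 2.30.0. The methods give release 83 of the Ensembl annotation and the summary sheet release 87. The deposited TPM were made by the authors from the counts divided by the summed exon length of each gene and scaled to a fixed total per library. The deposited log2 fold changes, of control over knockout, and their p-values, with p-values adjusted by Benjamini-Hochberg, were made by the authors with DESeq2 from these counts. Whether reads were counted by strand is not given in these sources, so reads of antisense genes such as Airn and Kcnq1ot1 may include reads of the genes they overlap.

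The deposited table of all libraries lists 49671 genes, 48795 of them with an identifier, and 876 lines without one held at most 0.016% of a library's counts. In this table, the columns of MDX control replicates 4 and 5 and of MDX replicates 4 and 5 equal the counts of the deposited MDX comparison at 100% of lines by position, but at 67.5, 68.5, 60.7 and 65.2% of genes by identifier. In the other libraries, 92.4 to 94.1% of genes were equal by identifier. By identifier, Gapdh had 0 counts in the columns of MDX control replicates 4 and 5, against 1080 and 1546 in the MDX comparison. Tests therefore used the counts of the 3 deposited comparisons, and the WT TPM of replicates 4 and 5 were assigned to genes by the gene order of the MDX comparison. The CASK and SAP97 comparisons list 47069 genes each and the MDX comparison 49671, with 46813 in all 3. Tests across lines kept the 44702 of these whose counts changed by a ratio of at most 1.1 between annotation releases. Coordinates and the names of genes without a symbol in the files (Gapdh, H2-D1, H2-Q6, Hbb-bs and Hbb-bt) were taken from GENCODE vM21, on the same build, by identifier.

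Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were filtered by filterByExpr with the 2 groups of each line, libraries were scaled by TMM, and knockout and control were compared by the quasi-likelihood F test, which is 2-sided. P-values were adjusted by Benjamini-Hochberg, and a gene was called at an adjusted p of 0.01, the paper's threshold. The standard error of a log2 fold change is its size over the square root of F. DESeq2 1.42.0 was run beside it with and without its fold change prior. Lists of genes were tested with camera of limma 3.58.1 at a preset correlation of 0.01, with an estimated correlation, and with fry, all 2-sided. A list was called at an adjusted p of 0.05 over all 78 tests if at least 5 members were tested. The effects of pairs of knockouts, and ion channels among the 6 groups, were tested in 1 edgeR model of the 21 libraries. The principal component analysis used the regularized log of DESeq2 over the 500 most variable genes, and its shares between groups were tested with 100000 permutations. Tables were handled with data.table 1.17.8 in R, and with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1 in Python 3.11.15. Plots were drawn with matplotlib 3.10.9.

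WT levels of ion channels are the mean deposited TPM of the 5 MDX control libraries, for the 323 genes of Tables 1 to 3, and a gene counted as expressed at 1 TPM. The lists covered arrhythmia-associated ion channels, the ion channels of Tables 1 to 3, the sarcomere, fetal and hypertrophic stress genes, calcium handling, the dystrophin complex, CASK and SAP97 partners, CASK-linked transcription, the extracellular matrix and fibrosis, fatty acid oxidation, glycolysis and glucose uptake, mitochondrially encoded messengers, immediate-early and heat shock genes, the interferon response, antigen presentation, the circadian clock, non-polyadenylated RNAs, nuclear long non-coding RNAs, and strain and sex checks. Lists of cell markers covered fibroblasts, endothelium, mural and smooth muscle cells, macrophages, lymphocytes, neutrophils, erythroid cells, atrial cardiomyocytes, Schwann cells and neurons, adipocytes and the epicardium. Single genes were named by a rule: the targeted genes and those the paper names, whose values in its tables had been seen; up to 10 called genes per direction in each comparison; up to 4 members with the smallest p of each list that passed or held a called gene; the 3 highest genes of each channel family and each arrhythmia gene; and Nnt, Xist and Y-linked genes. Genes with the smallest p outside this rule were chosen after their values were seen. Some genes that this rule takes are not reported here.

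Total counts ran from 24253600 to 42159200 per tested library. To see what this depth and these numbers of mice allow, edgeR and DESeq2 were tested on simulated data with 200 genes changed. At a 4-fold change, edgeR found 81.5% of them with the CASK numbers, 76.0% with the SAP97 numbers and 77.5% with the MDX numbers, and at a 2-fold change 0.5%, 11.5% and 0%. DESeq2 found 91.0%, 84.5% and 93.0% at 4-fold and 34.5%, 50.0% and 36.5% at 2-fold. Its false calls at 4-fold numbered 22, 22 and 16, and those of edgeR 5, 2 and 2. The simulated counts were independent between genes and drawn once per setting, so these shares may not hold for the real libraries. There, edgeR did not call Cask, at 1.55 CPM in CASK KO against 9.23 CPM in CASK control cells. Counting intervals and the limit of 3 counts for a count of 0 cover counting error only.

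GEO's labels give the groups the same replicate numbers. Knockout and control libraries of the same number were compared by the correlation, across genes, of their deviations from their group means: it was 0.453, 0.233 and 0.223 for CASK, 0.0114, 0.0957 and -0.345 for SAP97, and -0.0737, 0.0658, 0.435 and 0.660 for MDX. Each was above 0.1 in CASK alone, where the numbers were taken to pair the mice and the replicate block is given beside the result. No label pairs the mice, so this pairing was inferred from the counts. Alternatives left out each mouse in turn and changed the scaling (RLE), the filter (none, or a mean CPM of 1), the tool, the model (all 21 libraries, a replicate block, and shares of reads or backcrossing as a covariate), the list test, the genes and transformation of the principal component analysis, and the TPM threshold. A batch covariate of 4 MDX libraries, the genes of the tests across lines, TPM taken by the gene named in each line, the joint model with the CASK pairs, the mitochondrial share or the trend of each library over exon length and GC content, and a principal component analysis without small non-coding RNAs were added after the data were seen. Alternative splicing and sequence variants were left out, since the deposited files hold counts per gene.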

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

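The tests of Cre as the only difference, of atrial cells, of a lower share of cardiomyocytes, of libraries swapped between a knockout and its control, of the hour of collection and of a batch along PC1, and the fits of the joint model with the CASK pairs, the mitochondrial share or the trend over exon length and GC content, were chosen only after the result was seen.

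Between CASK KO and SAP97 KO, the effects differed for 52 genes, Nppa, Acta1 and Dmd among them. Regrouping the mice within each line gave at most 35 such genes, and the real grouping alone reached 52 (1 of 100 regroupings). With the CASK pairs in the model the count was 56, reached by 1 of 80 regroupings that part each pair (at most 2 in the others), so chance can be excluded for this count, which fell to 20 without CASK control replicate 2 and stood at 21 to 32 without any of 7 other mice. CASK control cells stood apart from the other 5 groups in Nppa (324 CPM, against at most 45.4 CPM) and Dmd (47.9 CPM, against at least 98.7 CPM), so an unusual CASK control group stays open beside an effect of CASK KO. Opposite changes at an unadjusted p under 0.05 outnumbered those in the same direction by 141, but 11 of 100 pairs of splits gave an excess as large (up to 809), so for this excess chance cannot be excluded, and exon length or GC content (82 after removal of the trend) and mitochondrial transcripts (141 without them) cannot be told apart, since these values lie within the spread of the splits. For the count of genes, the tables argue against both as the whole cause, since it was 57 after removal of the trend of each library over exon length and GC content (at most 4 in 99 other regroupings, drawn anew) and 54 with the mitochondrial share as a covariate (at most 6 in the same regroupings). They also argue against Cre as the only difference (the joint model called 8 genes other than Cask between the CASK groups, both with Cre), atrial cells (Myl7, Myl4 and Sln had a median log2 fold change of -0.438 in CASK KO but of -0.560 in SAP97 KO, where Nppa rose), libraries swapped between a knockout and its control (the highest knockout library had 0.282 of the lowest control library's target) and genes of long genomic span (higher, not opposite, in both knockouts, with a larger unadjusted camera p-value of 0.119). Levels of Cask and Dlg1 cannot show a mix-up of control mice between lines, which stays open. Cre itself cannot be told apart, because its correlation across genes (0.375) lay within that of other splits (up to 0.618), nor can p53 targets (larger unadjusted camera p-value of 0.131, in CASK) or a lower share of cardiomyocytes (endothelial and matrix genes moved apart in CASK KO, but with adjusted p = 0.973 at an estimated correlation), and the mice's parents, background and age stay open as untested.

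Clock genes were lower in MDX, with a median log2 fold change of -0.54. The paper gives a window of hours for all mice, to avoid this rhythm, but a different hour of collection within it may account for this. Arntl, Npas2 and Clock, which peak at the opposite hour, had a median log2 fold change of 0.22 (0.217) while Per, Dbp, Tef and Ciart were lower. This rise rests on Arntl, at 0.93 (standard error 0.28), since Npas2 and Clock had unadjusted p-values of 0.628 and 0.238 in edgeR. The lower level of the clock list did not rest on the batch of 4 libraries, the backcrossed pair or MDX replicate 4 alone. Its median log2 fold change was -0.53 with the batch in the model, -0.57 without the pair and -0.60 without this mouse. The unadjusted camera p-values were 1.12e-09, 3.02e-07 and 1.52e-09, in the same order. They cannot decide on these causes, since other splits of the mice also gave lists with p-values as small. Chance cannot be excluded, since 9 of 100 splits of the 9 mice gave a list with as small a p (1.40e-15 at the lowest). An effect of the loss of dystrophin on the clock stays open, as untested. So do effects of strain and age, which differ between MDX and MDX control mice outside the backcrossed pair.

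Differences between the 6 groups made up 9.04% of the variance along PC1 of the 21 libraries, where 25% is expected by chance, but 32.5% without small non-coding RNAs (permutation p = 0.26). Within the MDX line, the 4 libraries in another gene order may be a batch, as they lay apart along PC1 (exact permutation p = 0.0159), and PC1 was correlated with insert size (permutation p = 0.0058). Small non-coding RNAs, most of the top genes of PC1, cannot be told apart from either, because PC1 computed without them kept a correlation of 0.786 with the first. No biological explanation was tested.

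Among 43 groups of values tested for a library far from the others, 6 held one, 3 of them by construction, since 1 count of Kcne2 or Tbr1 among zeros is always far from the others. MDX replicate 5 had 38.0% of its counts in mt-Rnr2, where the next of the 4 MDX libraries had 22.1%, and 51.0% in mitochondrial genes, where the next of these had 36.3%. Among MDX controls, replicate 5 had 37.7% in mt-Rnr2 and replicate 3 had 54.4% in mitochondrial genes, so over all libraries neither share stands apart. MDX control replicate 5 had 221 CPM of Dmd, where the next MDX control had 287 CPM. These single counts stand at 0.0411 CPM for Kcne2 in MDX control replicate 5, 0.0342 CPM for Kcne2 in MDX replicate 2 and 0.0326 CPM for Tbr1 in MDX replicate 3, and show nothing unusual about these libraries.

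A difference between groups was also found for the effects of CASK KO and MDX, which differed for 12 genes (1 of 100 regroupings, at most 5 in the others). With the CASK pairs in the model, which were inferred from the counts, 14 genes differed (1 of 100 regroupings that part each pair, at most 12 in the others). Only the real grouping reached these counts, but the 12 genes fell to 3 without CASK control replicate 1. The count thus depends on single mice. The effects of SAP97 KO and MDX differed for 1 gene, the targeted Dlg1 (adjusted p = 4.62e-07). A count of 1 was reached by 15 of 100 regroupings, among them the real grouping and all 13 others that keep or mirror the real split of the SAP97 mice, so the regroupings cannot tell chance from an effect, a verdict reached only after they were seen. For Dlg1 itself, each SAP97 KO mouse lay below each control mouse. The 11 ion channels that differed among the 6 groups were reached by 1 of 100 regroupings of the 21 libraries, with at most 1 in the others. With the CASK pairs in the model, 7 differed, reached by 1 of 100 regroupings, with 0 in the others. The regroupings of the 21 libraries moved libraries between the mouse lines and did not keep the mice of a pair together. They exclude chance only as a random mixing of all libraries, so differences between lines cannot be told apart from effects of the knockouts. Over all genes tested, the real grouping gave 279 genes and another regrouping reached 218.

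The paper's text does not discuss the following genes. Ndnf rose in SAP97 KO by a log2 fold change of 1.79. In CASK KO, the median log2 fold change was 0.17 for antigen presentation, 0.31 for endothelial markers, 0.23 for fatty acid oxidation, 0.30 for the interferon response and 0.71 for nuclear long non-coding RNAs. In MDX, it was 0.54 for atrial markers, 0.30 for endothelial markers, 0.31 for the interferon response and 0.20 for macrophage markers. In SAP97 KO, stress genes had a median of 0.55.

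Other splits of the mice were also counted for the numbers of genes and lists. With 3 mice against 3 there are 10 splits, too few for a share under 0.05. In CASK, edgeR called 0 genes, which any split reaches (10 of 10), so this count tests nothing (1323 genes had an unadjusted p under 0.05 and DESeq2 called 115), and 7 lists against up to 11 (7 of 10). Among the 4 splits that part each pair of CASK mice, 3 gave as many lists (up to 8). In SAP97, 3 genes were called against up to 0 (1 of 10), and 3 lists, adjusted within the comparison, against up to 12 (8 of 10). In MDX, edgeR called 0 genes, which any split reaches (100 of 100, up to 3), so this count tests nothing (408 genes had an unadjusted p under 0.05 and DESeq2 called 17). It gave 5 lists (55 of 100, up to 11), so for the lists of MDX, as for those of CASK and SAP97, chance cannot be excluded. Splitting the MDX line into the 4 libraries in another gene order and the other 5 gave 3 genes and 7 lists, more than the real split, and with this batch in the model edgeR called 1 gene between MDX and MDX control.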

How the results depend on the processing

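The batch covariate, the tests over all shared genes, the 3 further fits of the joint model, and the principal component analysis without small non-coding RNAs were chosen only after the data were seen. In CASK, edgeR called 0 genes (1323 at an unadjusted p under 0.05), and DESeq2 called 115 with its prior and 116 without, no filter 182, the replicate block 11 and the joint model 9. In SAP97, 3 genes became 46 and 46 with DESeq2, 134 without a filter, 0 with the replicate block (831 at an unadjusted p under 0.05) and 6 in the joint model. In MDX, 0 genes (408 at an unadjusted p under 0.05) became 17 and 19 with DESeq2, 6 without a filter, 7 in the joint model, 1 with backcrossing, 2 with the non-rRNA share and 1 with the batch as a covariate, and 0 with the replicate block. RLE scaling, a mean CPM of 1 and an adjusted p of 0.05 gave 0, 3 and 0. Leaving out 1 mouse gave 0 genes in CASK, 0 to 2 in SAP97 and 0 in MDX. The 16 lists became 0 with an estimated correlation and 0 with fry, and 11 to 21 without 1 mouse, and 7 kept their call without each mouse. With the replicate number as a block in each line, 16 lists were called, but 4 of the first 16 lost their call and 12 kept it. The 11 ion channels became 19 at an adjusted p of 0.05, 18 adjusted over the list alone, 17 over all shared genes, 29 with the likelihood ratio test of DESeq2 and 7 with the CASK pairs in the model, and 6 to 12 without 1 library. Correlations of the knockouts reversed: CASK and SAP97 to -0.173 without CASK KO replicate 1, -0.110 without SAP97 control replicate 3 and -0.0594 without SAP97 KO replicate 3 (range to 0.304), CASK and MDX to 0.000823 without CASK KO replicate 1 and 0.0325 without MDX control replicate 3 (range from -0.192), and SAP97 and MDX to 0.0947 without MDX control replicate 3 (range from -0.272). Genes whose effects differ numbered 20 to 73 for CASK and SAP97, 3 to 24 for CASK and MDX, and 1 to 2 for SAP97 and MDX without 1 mouse, and for the last 2 without the trend over exon length and GC content. The share of variance of PC1, 33.7%, became 38.3% with log2 CPM, 29.3% over all genes and 36.4% without small non-coding RNAs (30.0 to 37.4% without 1 library). That of PC2, 23.0%, became 20.1, 20.8% with the variance-stabilizing transformation, 21.3% with 1000 genes, 14.8 and 18.7% (17.7 to 24.6%). The share between groups along PC1, 9.04%, became 20.7, 15.0, 17.8 and 32.5% (5.12 to 26.5%), and along PC2, 60.2%, 35.3 and 74.0% (41.7 to 68.9%). The 77 WT channels became 129 at 0.1 TPM, 35 at 5 TPM and 38 above 75 reads per kb (76 to 80 without 1 mouse). The cause was not tested, apart from thresholds that admit more or fewer genes by construction. Of the values for single genes, 1942 kept their direction and side of the threshold, 145 passed it anew and 16 lost it. Of those for single lists, 337 stayed and 63 lost their call, and of those in TPM 530 stayed within the SD and 10 moved. On simulated data of this depth, edgeR found at most 11.5% of 2-fold changes, so such changes can be missed.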

Differences from the paper's values

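The mean of TPM taken by the gene named in each line was chosen only after the values were seen, and it closed none of the gaps below. Values are mean TPM in the 5 WT libraries, the paper's from Tables 1 to 3. The alternatives set before the data were examined are the mean over 11 control libraries, the median of the 5, TPM recomputed from the counts, and the mean without each MDX control replicate.

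A value counts as within the paper's if it lies at most 1 SD of the 5 libraries from it, or at most 1.5 times apart. Of the genes reported, 18 lay outside it. For 10 of these none of the alternatives came within the paper's value. The paper's value is 0.048 for Cacna2d3, against 0.324 here, and 0.000 for Kcnh7, against 0.109. Among potassium channels, it is 26.920 for Kcnj3, against 14.9, and 0.016 for Kcnj9, against 0.00196. For Hvcn1 it is 0.138, against 0.0486, and for Chrna10 0.019, against 1.49. For the receptor gene Grin3b the paper's value is 0.151, against 0.918, and for Asic1 0.053, against 0.995. For the chloride channel gene Clic3 it is 0.398, against 1.64. For Gja1 it is 82.934, against 230 here.

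For the other 8, some alternatives came within it and the rest did not. Cacna1s is at 3.045 in the paper and 1.86 here, and at 2.09 without MDX control replicate 5. Cacna1e is at 0.003 in the paper and 0.00138 here, and its median (0.00167) and its mean without MDX control replicate 2 or 3 (0.00173 for the latter) came within it. Kcnu1 is at 0.014 in the paper and 0.00547 here, against 0.00893 over 11 control libraries and 0.00684 without replicate 1, 2 or 4. Kcnj13 is at 0.000 in the paper and 0.323 here, with 0.256 over 11 control libraries and 0.215 without replicate 1. Kcnj6 is at 0.000 in the paper and 0.0124 here, with a median of 0.00920 and 0.00879 without replicate 4. Kcnk4 is at 0.000 in the paper and 0.0952 here, with 0.0663 without replicate 3. Gabrb1 is at 0.000 in the paper and 0.00899 here, with a median of 0.00565, 0.00872 when recomputed, 0.00545 without replicate 1 and 0.00829 without replicate 2. Best1 is at 0.016 in the paper and 0.127 here, with a median of 0.0977 and 0.0964 without replicate 3.

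Over the 91 genes above 0.5 TPM in the paper, values here were at a median ratio of 0.860 to the paper's (quartiles 0.841 and 0.869), with a Spearman correlation of 0.993. Of 78 genes at 1 TPM or more in the paper, 75 were so here. The paper states that ion channel genes have similar levels in all samples, while 11 of 141 differed here among the 6 groups (7.80%, against 1.78% of all genes tested). Their variation lay at a median percentile of 57.9 among genes of the same level. The 500 most variable genes held 4 of them (Ano5, Aqp8, Clcn1 and Kcnj14), and the number expected by chance was not computed. The paper also gives 49671 as the number of genes that read pairs covered, while 39775 of these had at least 1 count here. The authors' deposited table calls 120 genes in CASK, 46 in SAP97 and 20 in MDX at the same threshold, and edgeR called 0, 3 and 0 (1323, 1173 and 408 at an unadjusted p under 0.05) while DESeq2 called 115, 46 and 17 with its prior and 116, 46 and 19, the closest, without it. Settings that called some of the genes that edgeR did not were the fit without a filter (182, 134 and 6 genes), the joint model (9, 6 and 7), the replicate block (11 in CASK) and, in MDX, backcrossing or the non-rRNA share as a covariate (1 and 2). The batch of 4 MDX libraries as a covariate, chosen after seeing the values, called 1. Of the deposited calls, 118, 46 and 20 were tested here, and each had the same direction and an unadjusted p under 0.05 in edgeR.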

Other observations

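The lists of p53 targets, stress response genes and genes of long span, and the test of the integrated stress response, were chosen only after the data were seen. In MDX cardiomyocytes, genes encoded by the mitochondrial genome had a median log2 fold change of -0.49, with 1 of 13 higher, and did not pass as a group (adjusted p = 0.166). Markers of mural and smooth muscle cells, with 7 of 8 higher, and genes of the extracellular matrix, with 15 of 20 higher, did not pass in MDX either (adjusted p = 0.0574 and 0.0882), nor did immediate-early and heat shock genes (14 of 25 higher, adjusted p = 0.0912). In SAP97 KO, the extracellular matrix list stayed above the threshold, with 18 of 20 higher (adjusted p = 0.0528), as did non-polyadenylated RNAs, with 2 of 12 higher (0.0640), and glycolysis and glucose uptake, with 4 of 17 higher (0.0640).

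Asns, Mthfd2 and Trib3 belong to the integrated stress response, the program that cells start when amino acids run short. All 3 were lower in CASK KO and higher in MDX, and an unequal activity of this response may connect them. Other genes of the response, without these 3, had a median log2 fold change of -0.41 in CASK KO (unadjusted camera p-value of 4.05e-07, and 0.0620 with an estimated correlation, 21 of 25 lower) but of 0.06 in MDX (0.349, 15 of 24 higher), so the test leaves the hypothesis for MDX open.

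The lists not yet given did not pass their tests. In CASK KO, adjusted p was 0.240 for macrophage markers (2 of 12 higher), 0.286 for the sarcomere (9 of 19), 0.292 for atrial markers (0 of 5), 0.369 for fibroblast markers (3 of 12) and for the ion channels of Tables 1 to 3 (79 of 135), 0.426 for strain and sex checks and 0.450 for arrhythmia genes (18 of 25). It was 0.554 for immediate-early and heat shock genes (15 of 24), 0.648 for epicardial markers (4 of 5), 0.816 for CASK and SAP97 partners (11 of 19), 0.865 for mural markers (6 of 10), 0.871 for the dystrophin complex (8 of 18), and 0.892 for mitochondrial messengers (7 of 13) and calcium handling (9 of 18). It was 0.909 for erythroid markers (1 of 5), 0.940 for non-polyadenylated RNAs (6 of 13) and glycolysis (6 of 17), and 0.946 for Schwann cell and neuron markers (2 of 5).

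In SAP97 KO, adjusted p was 0.108 for calcium handling (5 of 18 higher), 0.166 for CASK-linked transcription (3 of 9), 0.219 for mitochondrial messengers (3 of 13), 0.292 for epicardial (4 of 5) and mural markers (5 of 9), 0.296 for immediate-early genes (10 of 25), 0.369 for nuclear long non-coding RNAs (5 of 7), 0.426 for the interferon response (16 of 20) and 0.572 for arrhythmia genes (15 of 24). It was 0.756 for endothelial (6 of 14), atrial (1 of 5) and fibroblast markers (8 of 12), for antigen presentation (12 of 17) and for CASK and SAP97 partners (11 of 19, of which Dlg1 was called lower), 0.892 for macrophage markers (8 of 12) and strain and sex checks, and 0.919 for the dystrophin complex (11 of 18). In MDX, it was 0.240 for the ion channels (56 of 130), 0.296 for calcium handling (12 of 18), 0.369 for erythroid markers (0 of 5), 0.554 for the sarcomere (8 of 19) and fibroblast markers (10 of 12), 0.572 for CASK and SAP97 partners (12 of 19) and 0.611 for stress genes (6 of 12). It was 0.756 for antigen presentation (10 of 17), arrhythmia genes (10 of 24) and strain and sex checks, 0.758 for fatty acid oxidation (8 of 21) and glycolysis (8 of 17), 0.823 for epicardial markers (1 of 5), 0.892 for CASK-linked transcription (4 of 9), and 0.946 for non-polyadenylated (7 of 15) and nuclear long non-coding RNAs (1 of 7). Markers of adipocytes, lymphocytes and neutrophils in the 3 lines, of erythroid cells in SAP97, and of Schwann cells and neurons in SAP97 and MDX had fewer than 5 tested members and were not tested.

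The most alike libraries were MDX control replicate 5 and MDX replicate 5, the backcrossed pair, with a Spearman correlation of 0.989 across genes, and the next pair had 0.986.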
